# Pdx1 and Ngn3 Overexpression Enhances Pancreatic Differentiation of Mouse ES Cell-Derived Endoderm Population

**DOI:** 10.1371/journal.pone.0024058

**Published:** 2011-09-13

**Authors:** Atsushi Kubo, Robert Stull, Mitsuaki Takeuchi, Kristina Bonham, Valerie Gouon-Evans, Masayuki Sho, Masayuki Iwano, Yoshihiko Saito, Gordon Keller, Ralph Snodgrass

## Abstract

In order to define the molecular mechanisms regulating the specification and differentiation of pancreatic β-islet cells, we investigated the effect of upregulating Pdx1 and Ngn3 during the differentiation of the β-islet-like cells from murine embryonic stem (ES) cell-derived activin induced-endoderm. Induced overexpression of Pdx1 resulted in a significant upregulation of insulin (*Ins1* and *Ins2*), and other pancreas-related genes. To enhance the developmental progression from the pancreatic bud to the formation of the endocrine lineages, we induced the overexpression express of Ngn3 together with Pdx1. This combination dramatically increased the level and timing of maximal *Ins1* mRNA expression to approximately 100% of that found in the βTC6 insulinoma cell line. Insulin protein and C-peptide expression was confirmed by immunohistochemistry staining. These inductive effects were restricted to c-kit**^+^** endoderm enriched EB-derived populations suggesting that Pdx1/Ngn3 functions after the specification of pancreatic endoderm. Although insulin secretion was stimulated by various insulin secretagogues, these cells had only limited glucose response. Microarray analysis was used to evaluate the expression of a broad spectrum of pancreatic endocrine cell-related genes as well as genes associated with glucose responses. Taken together, these findings demonstrate the utility of manipulating *Pdx1* and *Ngn3* expression in a stage-specific manner as an important new strategy for the efficient generation of functionally immature insulin-producing β-islet cells from ES cells.

## Introduction

Islet transplantation has been shown to be useful in the treatment of patients with type 1 diabetes, even resulting in insulin independence [1], [2]. However, this therapeutic approach is limited by a shortage of transplantable islets. Consequently, other potential sources of β-islet cells are currently being sought. Two such alternatives are pancreatic duct cells and endocrine progenitor cells [3]–[5]. Another possible source of insulin-producing cells are pluripotent stem cells (ES or iPS), which are self-renewing and retain the potential to differentiate into all three germ layers [6], [7]. This makes pluripotent stem cells a very useful experimental model to study pancreatic development, and the pancreatic cells that develop from these stem cells are a potential source of islet cells for diabetes therapy.

Within the embryo, the pancreas derives from epithelium of the foregut endoderm, which forms dorsal and ventral buds on approximately day 9 of murine embryonic development [8], [9]. During pancreas and β-islet cell development, the transcription factor Pdx1 is expressed in the embryonic gut epithelium that will later give rise to the dorsal and ventral pancreas [10]–[12]. The fact that *Pdx1* is a master gene for early pancreatic development is demonstrated by the pancreatic agenesis occurring after bud formation in mice lacking functional *Pdx1* [13]. In addition, ectopic expression of Pdx1 induces pancreatic budding from the gut epithelium [14].

After pancreatic bud formation, another transcription factor, Neurogenin 3 (Ngn3), plays a critical role in the formation of pancreatic endocrine precursors. Notably, mice lacking *Ngn3* also lack the four pancreatic endocrine cells, which produce insulin (Ins), glucagon (Gcg), somatostatin (Sst) and pancreatic polypeptide (Ppy) [15]. Moreover, lineage tracking studies using the Cre-ER loxP system have shown that, after Pdx1 expression, Ngn3-positive cells give rise to all four endocrine cell types [16], suggesting that Ngn3 is expressed in the early endocrine progenitor cells that give rise to, and presumably contributes to the differentiation of, the four endocrine cell types. In addition, targeted disruption in mice has shown that various other transcriptional factors, including Pax4 [17], NeuroD [18], Nkx2.2 [19] and Nkx6.1 [20], are also critical for differentiation of endocrine progenitors into insulin producing β-islet cells. These factors must be expressed in a correct temporal order for appropriate lineage specification and differentiation of gut endoderm, pancreatic progenitors, endocrine progenitors and, finally, pancreatic β-islet cells.

We previously established a protocol for the activin-induced development of definitive endoderm during mouse ES cell differentiation [21], [22]. Similarly, D'Amour et al. reported that pancreatic hormone-expressing endocrine cells can be differentiated from human ES cell-derived endoderm through induction with activin [23], [24]. They further showed that the soluble growth factors that participate in pancreatic development during human embryonic development can mimic that process during human ES cell differentiation *in vitro* [23], [24].

In the present study, we evaluated the transcriptional regulation that is critical for induction of β-islet cell differentiation from mouse ES cell-derived endoderm. Previous study have demonstrated that biphasic induction of Pdx1 induce insulin producing cells in ES cell derived endoderm [25]. In this study, we show that temporally controlled expression of Pdx1 and Ngn3 induces pancreatic endocrine genes, various β-islet cell-related transcription factors, including Pax4, Pax6, Isl1 and Nkx2.2, and efficiently yields a high frequency of β-islet cells that express very high levels of insulin. Lastly, although these β-islet cells appropriately process and secrete insulin and C-peptide protein in response to various insulin secretagogues, they do not demonstrate adult levels of glucose-controlled insulin secretion.

## Results

### Pdx-1 induces insulin mRNA expression in activin-induced endoderm embryoid bodies (EBs)

It is well known that *Pdx1* is a master gene for early pancreatic development from the gut tube, and previous protocols resulted in very modest levels of *Pdx1*. Therefore, we engineered ES cells with a doxycycline (Dox)-inducible *Pdx1* (“tet-pdx1 ES cells”) expression vector to evaluate the effect of temporal control of *Pdx1* upregulation. For these studies we used Protocol #1 (“SP protocol”) as previously described [21]. *Pdx1* expression was induced in the cells by adding Dox (1 µg/ml) to the EB cultures between days 6 and 20.

Dox-induced *Pdx1* expression was confirmed by reverse transcription-polymerase chain reaction (RT-PCR) performed on days 6, 10, 14, 17 and 20 of differentiation (Fig. 1A). Overexpression of Pdx1 protein resulted in an upregulation of *Ins1* and *Ins2* mRNA expression seen as early as day 10 for *Ins1* and day 14 for *Ins2*, and they reached maximum levels at day 17 (Fig. 1A). *Ins1* is express only in pancreas, whereas *Ins2* is expressed in both pancreas and brain [26], [27]. Quantitative PCR analysis revealed that the normalized (see Methods) level of *Ins1* expression at day d20 represents 0.08% of the expression seen in the βTC6 insulinoma cell line (ATCC CRL-11506) (Fig. 1B). For comparison, normalized *Ins1* mRNA levels in mouse pancreatic islets are approximately 140% of the βTC6 levels (data not shown).

**Figure 1:**
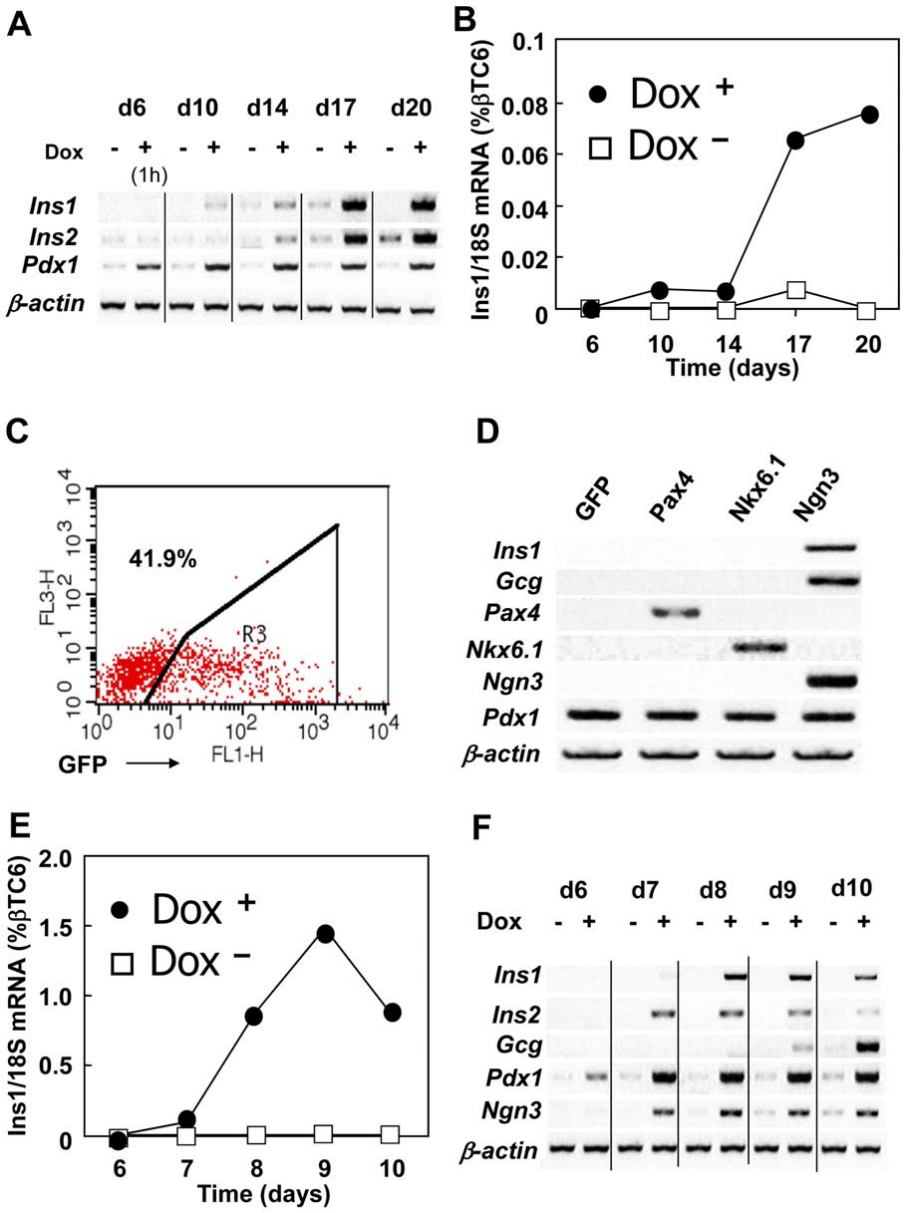
Pancreatic differentiation induced by Pdx1 and Ngn3. (A, B) Tet-pdx1 ES cells were cultured according to Protocol #1. Pdx1 expressions were induced with Dox (closed circle, Dox^+^) or without (open square, Dox^−^) for 6 to 20 days. A) Gene expression was analyzed by RT-PCR. B) *Ins1* mRNA levels were quantified by real time PCR and normalized to 18S mRNA levels. (C, D) EBs were differentiated for 6 days according to Protocol #1 and trypsinized to make single cell suspensions. The cells were electroporated with the pIRES2-EGFP vector and then reaggregated for 2–3 additional days with Dox. C) At day 8 (2 days with Dox), EGFP was evaluated by FACS. D) pIRES2 vectors, constructed to express GFP, Pax4, Nkx6.1 or Ngn3, were electroporated into day 6 EBs and allowed to reaggregate. At day 9, EBs were harvested and gene expression was analyzed by RT-PCR. (E, F) Tet-pdx1/ngn3 ES cells were cultured according to Protocol #1. Pdx1 and Ngn3 expression was induced with Dox (closed circle, Dox^+^) or without (open square, Dox^−^) at day 6 and harvested at the indicated time points. E) *Ins1* mRNA levels were quantified by real time PCR and normalized to levels in βTC6 as described in the Methods. F) Gene expression was analyzed by RT-PCR. Note, for the day 6 sample, the cells were exposed to Dox for only 1 hour before the samples were harvested.

### Co-expression of *Ngn3* with *Pdx-1* increases insulin mRNA expression in activin-induced endoderm EBs

Because levels of *Ins1* mRNA are much lower in the ES differentiated cells than in βTC6 cells, and the fact that *Ngn3* levels in these cultures is very low (data not shown), we next evaluated the effects of *Ngn3* and other factors to improve β-islet cell differentiation and insulin expression. To do this, we transiently expressed target genes by cloning them into pIRES2-EGFP and electroporating the vectors into cells isolated from day 6 EBs under Protocol #1. Subsequent FACS analysis confirmed that this method produced about 42% GFP-positive cells 2 days after electroporation (Fig. 1C). Using this system, we transiently overexpressed *Pax4*, *Nkx6.1* and *Ngn3*, all of which are known to be important for β-islet cell specification, in cells with Dox-induced Pdx1 expression. RT-PCR or real time PCR on day 9 showed that all genes were expressed 3 days after electroporation and that only Ngn3 induced *Ins1* expression at significant levels (Fig. 1D). The transient upregulation of Ngn3 resulted in a significant increase above Pdx1 alone in the normalized expression of *Ins1* to approximately 0.07% of the βTC6 level, which was dependent on the Dox-induced upregulation of Pdx1 (data not shown). It is important to note that this transient Ngn3 expression, together with Pdx1, dramatically accelerated *Ins1* mRNA expression, and significantly higher levels of *Ins1* (data not shown).

To further characterize this effect, we generated Ainv cells capable of stable Dox-induced co-expression of *Pdx1* and *Ngn3* using a bi-cistronic *Pdx1*-IRES-*Ngn3* inducible expression construct. When Dox was added on day 6, normalized levels of *Ins1* mRNA increased to a maximum level by day 9, which was approximately 1.5% of the levels seen in βTC6 (Fig. 1E). Similarly, *Gcg* expression appeared on day 9 after upregulating both *Pdx1* and *Ngn3* (Fig. 1F). These data are consistent with the transient expression data presented in Figure 1D and suggest that stable co-expression of *Ngn3* and *Pdx1* increases *Ins1* mRNA levels about 20-fold higher than overexpression *Pdx1* alone, shortens the time to peak *Ins1* mRNA levels from 20 days to 9 days (compare Fig. 1B with 1E), and results in the differentiation of α-cell production of glucagon.

### Suspension culture in the presence of BMP4 enhances *Ins1* gene expression induced by *Pdx1* and *Ngn3*

Recently, Gouon-Evans et al. showed that BMP4 is required for hepatic differentiation of mouse ES cell-derived definitive endoderm [22]. The recent work of Wandzioch and Zaret also actually shows that in the mouse embryo, BMP is required at a later time point for pancreas specification compared to liver specification [28]. They show that an early activation with BMP4 would block pdx1 expression from endoderm (but induces alb expression), while is necessary few hours later to induce pdx1. These results suggested a dynamic role of BMP4 to induce liver and pancreatic differentiation [28]. In this study, we evaluated the effect of BMP4 on the differentiation of insulin producing cells from mouse ES cell-derived definitive endoderm. After two passages on gelatin, dissociated tet-pdx1/ngn3 ES cells were cultured for 2 days as EBs using Protocol #2 in serum-free differentiation medium, as previously described (“SFD protocol”) [22]. Activin A was then added from day 2 to day 4 to induce definitive endoderm, and on day 4, the effects of Dox and BMP4 were evaluated. Without Dox, no *Ins1* mRNA was detected on day 6 or 9 (data not shown). When Dox was added on day 4 to induce Pdx1 and Ngn3 expression, normalized *Ins1* mRNA levels reached 0.6% on day 6 and 3.1% on day 9 of differentiation of βTC6 levels (Fig. 2A). It was noticed that some of the day 6 EBs which were replated on gelatin coated 6 well plates attached on the plate and formed a monolayer, while others remained in suspension. The floating EBs were transferred to a low-cluster dish (12–24 well plate, Corning) on day 7. On day 9, all cells remained floating in these cultures and the *Ins1* mRNA levels were significantly higher in these cells than in the monolayer cells cultured on the gelatin coated dishes, reaching 4.9% of βTC6 levels (Fig. 2B). In a subsequent experiment, Dox was present continuously from day 4 and EBs were cultured with BMP4, bFGF and activin A from day 4 to day 6 and then transferred to low-cluster dishes (12- or 24-well) until day 16. Under these conditions expression of *Ins1* and *Ins2* mRNA continued to increase until day 16, reaching 13.2% and 8.2% of βTC6 levels, respectively (Fig. 2C). Thus supplementing the Protocol #2 with BMP4 and culturing in suspension increased *Ins1* mRNA levels about 10-fold, as compared to the Protocol #1.

**Figure 2:**
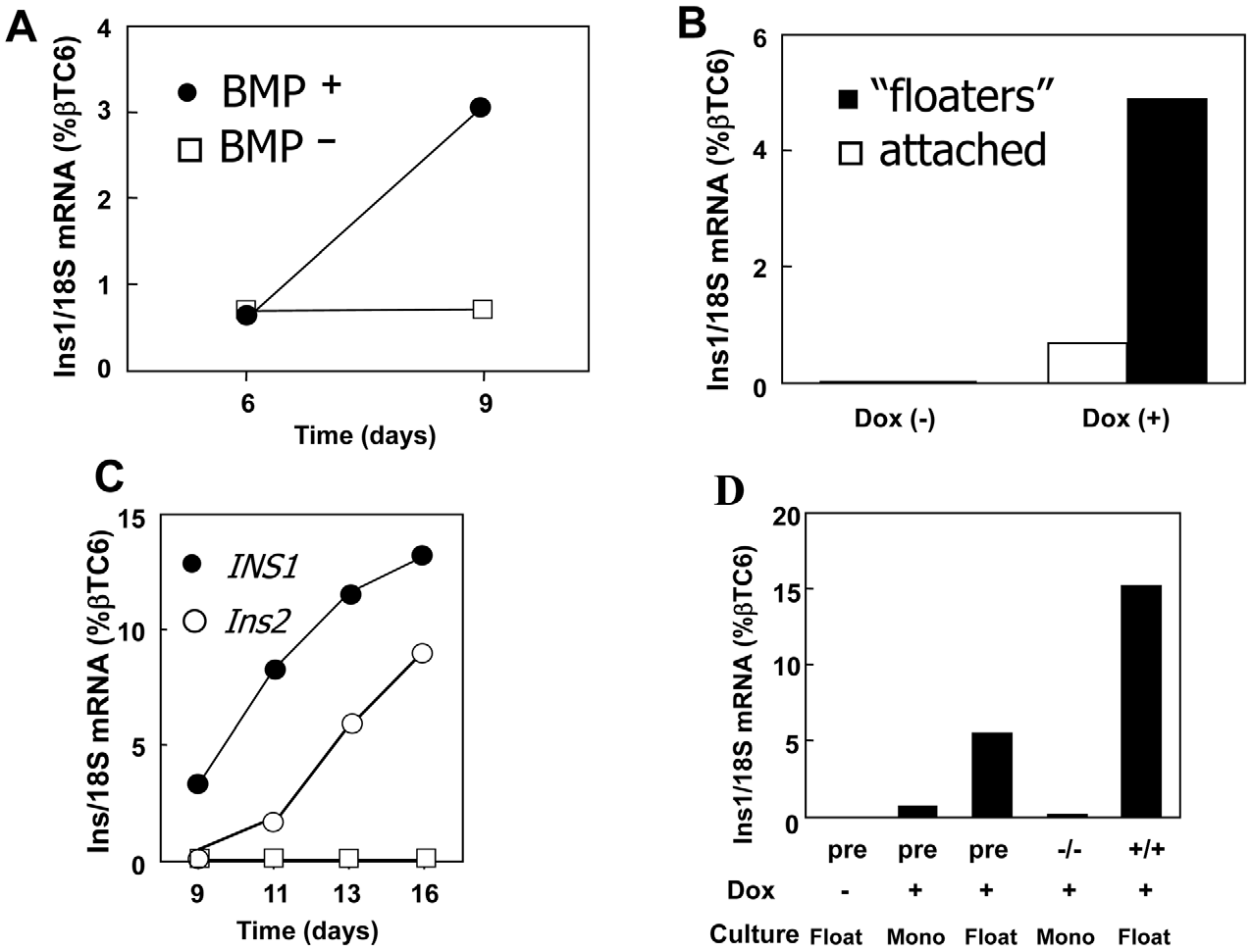
BMP4 and 3D non-adherent culture improves *Ins1* expression. Tet-pdx1/ngn3 ES cells were cultured according to Protocol #2. Pdx1 and Ngn3 were induced with or without Dox starting at day 4, and cells were harvested at the indicated time points. (A–D) insulin and 18S mRNA levels were quantified by real time PCR and normalized to levels seen in βTC6 as described in the Methods. A) Day 4 EBs were trypsinized and reaggregated with BMP4 (closed circles) or without (open squares). EBs were harvested at day 6 and 9. B) Day 4 EBs were trypsinized and reaggregated with BMP4. At day 6, EBs were replated on gelatin coated dishes and floating EBs were transferred to low-cluster dishes at day 7. Attached monolayer EBs (open bar) and floating EBs (closed bar) were harvested at day 9. (C) Floating EBs were cultured according to Protocol #2, with BMP4, and with Dox (circles) or without Dox (open squares). *Ins1* (black circles) or *Ins2* (white circles) mRNA levels were quantified by real time PCR and normalized to levels in βTC6 at the times indicated. (D) CXCR4/c-kit double negative (−/−) or double positive (+/+) cells were isolated by FACS from 4 days EBs, reaggregated for two days, and then replated on gelatin coated plates according to Protocol #2, with BMP4. Floating or attached EBs were harvested at day 9 from the following populations: pre-sorted cells (“Pre”); CXCR4/c-kit double negative (“−/−”); and CXCR4/c-kit double positive (“+/+”). These groups were cultured either as non-adherent EBs (“float”) or as attached monolayer cells (“mono”), as indicated.

### Insulin-expressing pancreatic cells are derived from a CXCR4/c-kit^+/+^ population

We previously showed that cells positive for both CXCR4 and c-kit give rise to definitive endoderm and hepatocytes [22]. Here we tested whether this same population also gives rise to pancreatic cells. EBs were cultured using Protocol #2 for 4 days, after which they were trypsinized to obtain suspensions of single cells, and immunostaining was then used to detect CXCR4 and c-kit. The stained cells were sorted and the CXCR4 and c-kit double positive and double negative populations were reaggregated for 2 days using Protocol #2. When reaggregated EBs were replated on gelatin-coated dishes on day 6 using Protocol #2, most double negative CXCR4/c-kit^(/)^ cells attached to the dishes, whereas most double positive CXCR4/c-kit^(**+**/**+**)^ endodermal cells did not attach but remained in suspension as EBs. On day 9, no *Ins1* mRNA was detected in the adherent monolayer of CXCR4/c-kit^(/)^ cells, whereas levels of *Ins1* mRNA in EBs from CXCR4/c-kit^(**+**/**+**)^ cells were more than 2-fold higher than in pre-sorted EBs (Fig. 2D). This suggests that, like ES-derived hepatocyte-like cells, ES-derived pancreas-like cells are derived from a CXCR4/c-kit^(**+**/**+**)^ definitive endoderm population, which differentiates more efficiently in a 3-dimensional non-adherent structure as opposed to a 2D monolayer. Interestingly, these isolated endodermal cells produced small EBs that did not grow well. We could not continue to culture the 3-deminsional non-adherent structures beyond day 9. They did not grow well and tended to disrupt. We suspect that there may be a requirement for a non-endodermal cell for maintenance and growth of the pancreas cells under these conditions.

### Pancreas-related genes induced by Pdx1 and Ngn3 under Protocol #2 with BMP4

RT-PCR was used to evaluate the expression of *Ins1* and a variety of pancreas-related genes from cells cultured in suspension with BMP4 under Protocol #2. These studies revealed that overexpression of Pdx1 and Ngn3 induced the following genes: 1) secretory pancreatic endocrine genes (*Ins1*, *Ins2*, *Gcg*, *Sst*, *Ppy* and *Ghrl*), incretin hormone related-genes (*Gip* and *Glp1r*), and exocrine genes (*Amy* and *Ela*) (Fig. 3A); 2) genes related to insulin secretion and insulin processing (*Pcsk1*, *Pcsk2* and *Chga*), genes related to glucose sensing (*Glut2* and *Gck*), and genes related to potassium ion channels (*Kir6.2*) (Fig. 3B); and 3) pancreas-related transcription factor genes (*Ptfa1*, *Pax4*, *Pax6*, *neuroD*, *Isl1*, *Nkx2.2*, *MafA* and *Hex)* (Fig. 3C). It is interesting to note that the liver- and intestine-related genes *Alb*, *Afp* and *Fabp2* were suppressed by Dox induction, as was *Shh*, an inhibitor of pancreatic endoderm (Fig. 3A).

**Figure 3:**
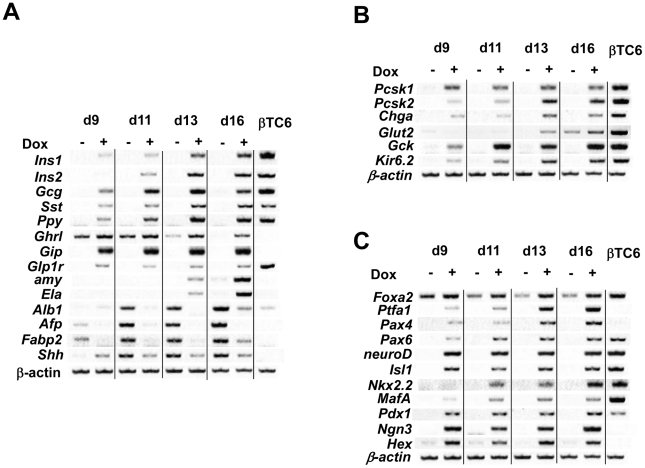
Time course of pancreas-related gene expression. Tet-pdx1/ngn3 ES cells were cultured according to Protocol #2, with BMP4. *Pdx1* and *Ngn3* were induced with Dox (Dox^+^) or without (Dox^−^) at day 4, and gene expression was analyzed from day 9–16 by RT-PCR and compared to βTC6 mRNA. (A) Secretory proteins and liver/intestine related-genes. (B) Insulin processing genes and glucose sensing genes. (C) Pancreas related-transcriptional factors.

### Microarray analysis of genes downstream of Pdx1 and Ngn3

For a more in-depth analysis of the impact of Pdx1 and Ngn3 expression on lineage development, we carried out a microarray analysis to identify genes activated downstream of Pdx1 and Ngn3. For these studies, gene expression in Dox-stimulated tet-pdx1/ngn3 Ainv cells cultured under Protocol #2, with BMP4 and floating non-adherent conditions for 13 days, were evaluated by microarray analysis and compared to gene expression of E15.5 embryonic pancreas, adult islet cells, and βTC6 cells. 

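Total RNA was measured on 1-colour CodeLink Mouse Whole Genome arrays. The 10 arrays formed 5 groups of 2: day 13 EBs of tet-pdx1/ngn3 ES cells without Dox, the same EBs with 1 µg/ml Dox from day 4, βTC6 cells, which are a mouse insulinoma line, islets, and E15.5 embryonic pancreas. The probes named for the induced genes lay low in both EB groups. On a scale where the median probe of each array is 1, Pdx1 was at 0.27 and 0.333 in Dox(−) EBs and at 0.27 on both arrays in Dox(+) EBs, and Ngn3 (Neurog3) was at 0.458 and 0.520 in Dox(−) EBs and at 0.447 and 0.557 in Dox(+) EBs. In the labels of the EB arrays the source names Pdx1 and Ngn3 as the inducible genes, as the paper does, but another entry names activated Notch4, whose probe was at 0.637 and 0.799 in Dox(−) EBs and at 0.877 on the 1 array that measured it in Dox(+) EBs. None of these 3 probes passed the limma test between the EB groups (adjusted p = 0.553 for Pdx1, 0.962 for Ngn3 and 0.398 for Notch4), but the Pdx1 probe was at background on all 4 EB arrays and Notch4 was measured on 1 Dox(+) array, with a spread taken from the other groups, so these 2 tests had little power. The place of these probes and the parts of each gene in the inducible cassette are not given in the sources used here. Whether the probes read the transcript of the cassette is therefore not known. The paper calls the islets adult, the heading of Table S3 gives E15.5 for them, and the labels give no age. The labels call the arrays of a group biological replicates but do not say whether they came from separate cultures or dissections, so the p-values measure only the spread between these samples, which may be technical. The authors' CodeLink software took the mean intensity of each spot, subtracted the median of its local background and divided by the array's median over 34967 discovery probes. Per array, 23070 to 25993 of these probes were above background, with 67.2% and 68.1% in Dox(−) EBs and 73.7% and 74.3% in Dox(+) EBs. The median net signal was 1.66 to 2.62 times the local background, and 60 to 114 probes per array were saturated. Levels under 0.27, near the lowest Dox(−) levels that the ratios of Table S3 imply except for Gja9, whose ratio implies a lower one, were set to 0.27, which applied to 25.0% to 27.6% of the probes of an array. Log2 levels of all 10 arrays were fitted with limma, with 1 mean per group, over the 28109 probes above background on both arrays of at least 1 group, and p was adjusted by Benjamini-Hochberg. A difference at an adjusted p under 0.05 is called a rise or a fall. Where the lower group was at background or the higher group was saturated on both arrays, a fold is a bound and is written as at least that fold. The paper's methods name CodeLink software and GeneSpring 7 for the arrays and no test, and its removal of invalid probes is not repeated here.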

All primary microarray data are available at http://www.ncbi.nlm.nih.gov/geo/ under accession numbers GSM586113-122 and GSM312098-127.

With this analysis we found that other pancreas-related genes are upregulated by Pdx1 and Ngn3 (supplemental Table S3). These genes were categorized based on gene ontology analysis as follows: 1) “Extracellular” secretory proteins including: A) pancreatic endocrine and exocrine genes (*Ins1*, *Sst*, *Gcg*, *Ppy*, *Ghrl* and *Cpa*); B) genes related to insulin secretion (*Scg*, *Chga*, *Pcsk*); and C) enteroendocrine genes (*Gip*, *Cck*, *Pyy*, *Sct* and *Ghrl*); 2) “Nuclear” transcription factors, including β-islet cell-related transcription factors (*Pax6*, *Insm1*, *Neurod1*, *Nkx2.2*, *Isl1*, *Hhex*, *Nkx6.1* and *Pax4*) and α-cell-related transcription factors (*Arx*, *Irx2*); and 3) “Miscellaneous”, which includes genes whose direct functional role in β-islet differentiation is not clear, i.e. cytoskeletal/membrane and cytoplasmic/signaling genes. 

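Dox changed transcripts of many kinds, and hormone, granule and neuronal genes held most places among the largest rises. By limma, 5819 probes were higher in Dox(+) EBs than in Dox(−) EBs and 6335 were lower. The 10 largest rises of genes with a symbol were those of Sst, Gip, Scg3, Cck, Dcx, Hepacam2, Stmn3, Gng3, Stmn2 and Pax6. Hepacam2, an immunoglobulin family adhesion gene, was at 0.341 and 0.27 in Dox(−) EBs and at 48.9 and 44.1 in Dox(+) EBs, which is at least 153-fold higher (log2 difference 7.26, standard error 0.12, adjusted p = 4.22e-11 from limma). Gng3, which encodes a G-protein γ subunit, rose 131-fold, with 1 Dox(−) array at background. The 10 largest falls were those of Ppbp, Pf4, Gp9, Treml1, Alb, Stab2, Clec1b, Slc5a5, Pgam2 and Fcrls, of which Ppbp, Pf4, Gp9, Treml1 and Clec1b are genes of platelets and megakaryocytes. Most of these rises and some of the falls involve spots that are at background or saturated, so their order and the last places among the 10 are not fixed, and Pyy and Cartpt lie close behind Pax6. Pf4, a platelet chemokine, went from 98.6 and 89.2 to 0.797 and 0.663 (log2 difference -7.01, standard error 0.18, adjusted p = 6.97e-10 from limma). Of the 79 genes of Table S3, 70 were tested, of which 68 rose, none fell and 2, Pou3f2 and Gja1, did not pass the test (68 higher and 1 lower when adjusted over the list alone). The study chose this list on these samples, so its count is not independent evidence of the direction. Another Pou3f2 probe, matched to the printed levels after the values were seen, was at least 9.46-fold higher with Dox. The paper compared Dox-stimulated cells with the other samples and, from that analysis, states that further pancreas-related genes are upregulated by Pdx1 and Ngn3.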

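Genes of each category of Table S3 rose with Dox: 18 of 18 tested Extracellular genes, 19 of 20 Nuclear genes, 22 of 23 genes of the cytoskeletal and membrane category, and 10 of 10 of the cytoplasmic and signaling category, which are counts over genes the study picked on these arrays, with 1 gene, Lin7a, in more than 1 category. In a list of secretory granule and prohormone processing genes, all 15 measured genes rose, also when adjusted over the list alone (camera adjusted p = 1.05e-14). Chga, which encodes the granule protein chromogranin A, rose 54.7-fold, and Scg3, another granin gene, rose 245-fold. Pcsk1, a prohormone convertase that cleaves proinsulin, rose 7.90-fold (adjusted p = 3.2e-08 from limma). Among the hormones, Gcg, the glucagon gene, was at 0.451 and 0.432 in Dox(−) EBs and at 41.1 and 41.9 in Dox(+) EBs, a rise of 94.0-fold (log2 difference 6.55, standard error 0.12, adjusted p = 3.37e-10 from limma). Ppy, the pancreatic polypeptide gene, rose 9.59-fold, from 1.10 and 1.05 to 10.4 and 10.3. Cpa1, which encodes a digestive carboxypeptidase of acinar cells, rose 32.5-fold. Of the transcription factors the paper ties to β cells, Insm1 rose at least 90.9-fold, Nkx2.2 at least 32.9-fold, Isl1 25.7-fold, Hhex 13.1-fold, Nkx6.1 11.1-fold (1 Dox(−) array at background) and Pax4 4.10-fold. Of the factors it ties to α cells, Irx2 rose 12.1-fold, again with 1 Dox(−) array at background.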

The upregulation of some of the Miscellaneous genes, e.g. (*Dcx*, *Stmn2* and *Tubb3*), is consistent with an earlier study evaluating novel Ngn3-related genes in mouse ES cells [29]. 

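Dox raised most of the neuronal genes measured, and some of them read higher in Dox(+) EBs than in βTC6 cells, islets and E15.5 pancreas, where array batch goes with tissue. Dcx, which encodes the microtubule protein doublecortin of young neurons, was at 0.27 on both arrays in Dox(−) EBs and at 48.2 and 39.9 in Dox(+) EBs, at least 163-fold higher (log2 difference 7.34, standard error 0.12, adjusted p = 4.22e-11 from limma), but lower than in βTC6 cells, at 72.5 and 64.8 (adjusted p = 0.000719). The other Dcx probe rose at least 9.54-fold, from 0.27 on both Dox(−) arrays to 2.64 and 2.51 in Dox(+) EBs. Stmn2, a stathmin of growing axons, rose at least 127-fold, to 37.1 and 38.7, against 6.38 and 13.0 in βTC6 cells. Tubb3, the neuronal β-tubulin, rose 9.65-fold at the probe with the accession of Table S3 and at least 42.9-fold at its other probe. Of 24 tested genes of a neuronal list, 21 rose, none fell and 3, Pou3f2, Ncam1 and Sox11, did not pass the test (21 higher and 2 lower when adjusted over the list alone). Another Pou3f2 probe, matched to Table S3 by its levels after the values were seen, was at least 9.46-fold higher with Dox. The list shifted upwards as a whole by camera (adjusted p = 1.41e-14), also with an estimated correlation (adjusted p = 0.043). Without 1 array, 19 to 21 of the 24 rose. In Dox(+) EBs, 9 of the 24 were higher and 12 lower than in βTC6 cells, 15 higher and 4 lower than in islets, and 22 higher and none lower than in E15.5 pancreas. Of the 21 that rose, 8 were higher than in all 3 references by limma (6 without Dox(+) replicate 1), among them Stmn4, at 32.5 and 33.6 against 7.37 and 9.05 in βTC6 cells, and Nhlh2, a neuronal transcription factor, at 13.0 and 11.2 against 0.801 and 0.573. Syp, a synaptic vesicle gene that endocrine cells also express, rose 78.6-fold but stayed below its βTC6 level of 136 and 143. Dcx, Stmn2 and Tubb3 are in Table S3, which the study drew from these arrays. The paper relates their rise to an earlier study of Ngn3-related genes in mouse ES cells.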

To determine the time course of the expression of these genes under Protocol #2 culture conditions, microarray analyses were performed on days 4, 6 and 13. Selected pancreas-related genes (*Ins1, Gip, neurod1, Sst, Scg3, Insm1, Gcg, Pax6, and Arx*) indicate that there is a significant upregulation of these genes after day 6, suggesting differentiation from endoderm to a pancreatic fate during this time period (Supplemental Fig. S1).

### Depletion of N2 and RA increases *Ins1* mRNA levels

Protocol #2 used in this study was originally established for hepatocyte differentiation from mouse ES cells [22]. To optimize **β**-islet cell differentiation we tested whether N2 or RA, supplements that we used for differentiating hepatocytes, were useful for pancreatic EB differentiation and *Ins1* expression. We explored this with Protocol #3, which is identical to Protocol #2 except that N2 and B27 (−RA, i.e.-without RA), were not used at any time during the culture, and after day 6 the cells were grown in suspension (see Supplemental Table S1). We found that the highest *Ins1* expression was obtained when both N2 and RA were removed from the protocol, which resulted in an increased *Ins1* mRNA level to 23% of that in **β**TC6 cells (Fig. 4A). FACS analyses indicated that approximately 27% of Dox-stimulated EBs cultured under Protocol #3 for 18 days showed cytoplasmic insulin staining (Fig. 4B). This insulin expression was dependent on the expression of Pdx1 and Ngn3 since only 1% of EBs cultured in the absence of Dox were positive for insulin (Fig. 4B).

**Figure 4:**
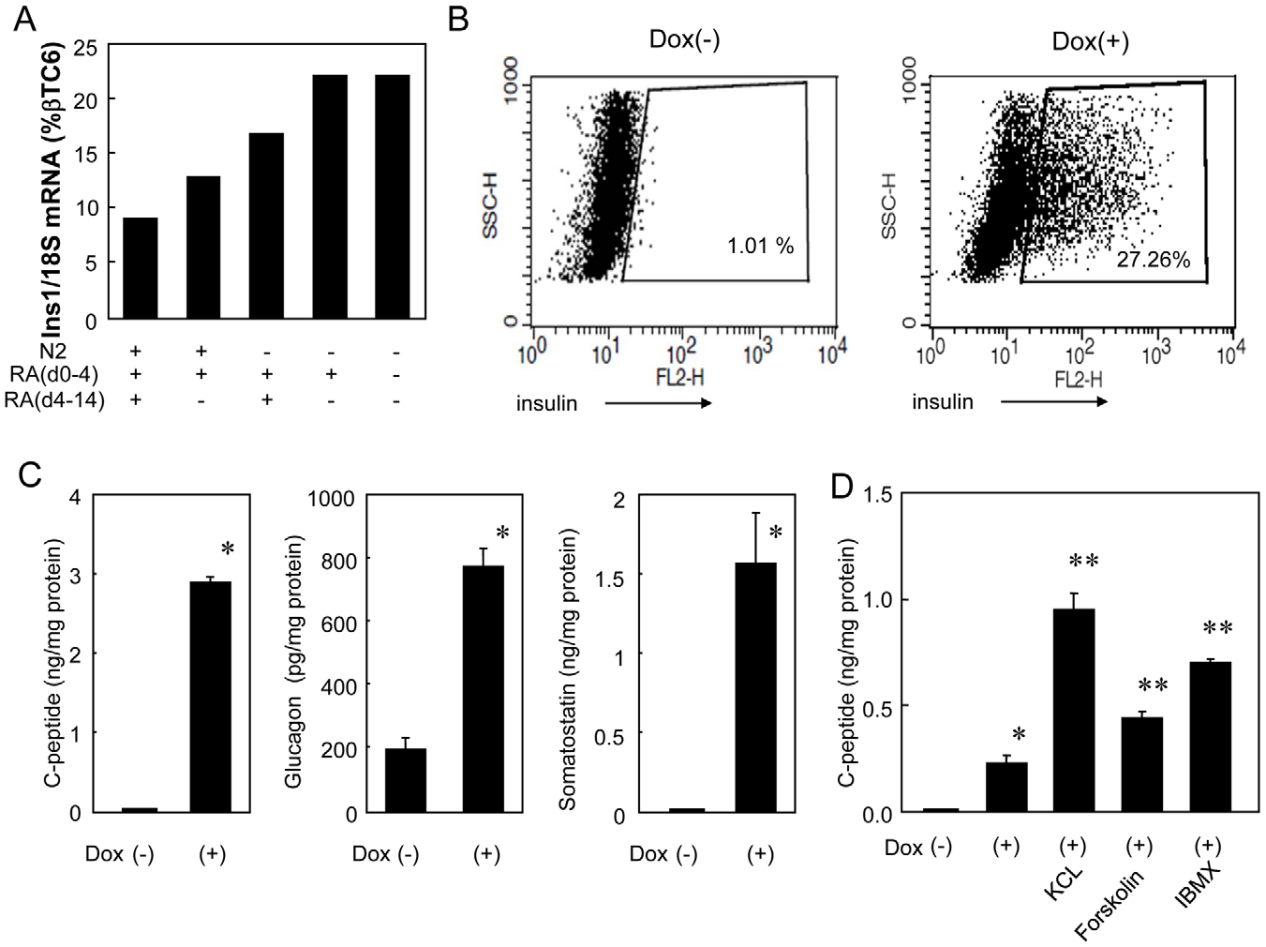
Deletion of N2 and RA supplements increases *Ins1* expression. Tet-pdx1/ngn3 ES cells were cultured with Dox (Dox^+^) or without (Dox^−^) according to Protocol #3, including B27 supplement formulated with or without RA as indicated. (A) N2 supplement was added to the indicated groups from the beginning through day 14. B27(+RA), indicated by “+”, or B27(−RA), indicated by “−”, was included as a supplement from either day 0–4 or from day 4–14 as indicated. *Ins1* mRNA levels at day 14 were quantified by real time PCR and normalized to βTC6 levels. (B) Tet-pdx1/ngn3 ES cells were cultured with Dox (Dox^+^) or without (Dox^−^) according to Protocol #3 for 18 days. EBs were trypsinized to make single cell suspensions and cytoplasmic insulin was detected by immunostaining and analyzed by FACS. (C) EBs were cultured according to Protocol #3 for 18 days with or without Dox, after which the media was replaced with fresh medium for 24 hours and supernatants were harvested. C-peptide, glucagon and somatostatin were measured by either RIA (C-peptide) or EIA (glucagon, somatostatin) as described in Materials & Methods. (D) EBs cultured according to Protocol #3 for 19 days were resuspended in HKRB buffer and stimulated with KCl (30 mM), Forskolin (10 M) or IBMX (0.5 mM) for 1 hour. Supernatants were harvested and C-peptide was measured by RIA. For the Dox^−^ samples in panels C & D, C-peptide and somatostatin values were not detectable above background. The data presented are mean of three independent experiments; the error bars represent the SEM. *p<0.05 as compared with Dox (−), **p<0.05 as compared with Dox(+).

### C-peptide is secreted from EBs induced by Pdx-1 and Ngn3

To evaluate pancreatic hormone secretion, pancreatic EBs were cultured for 18 days under Protocol #3, after which the medium was replaced with fresh Protocol #3 medium (IMDM,F12,BSA,B27(−RA)) for 24 hours. We then assayed the supernatant for C-peptide, glucagon and somatostatin using RIAs or EIAs. In the absence of Dox stimulation, no C-peptide, somatostatin or glucagon was detected. By contrast, all three were detected in supernatants conditioned by EBs stimulated with Dox (Fig. 4C). We also assessed the ability of various secretagogues to stimulate secretion of C-peptide (Fig. 4D). We found that stimulation with 30 mM KCl for 1 hour increased C-peptide secretion about 5-fold. Similarly, forskolin and IBMX, which increase intracellular cAMP levels, also increased C-peptide secretion approximately 2-fold and 3-fold, respectively. On the other hand, we detected no response to glucose or to the K_ATP_ channel inhibitors glibenclamide and tolbutamide (data not shown). This suggests that whereas pancreatic EBs induced by Pdx1 and Ngn3 are capable of responding to stimuli that evoke secretion directly (i.e., membrane depolarization or an increase in intracellular cAMP), they lack the machinery to respond to glucose or a K_ATP_ channel inhibitor.

### Immunohistochemical analysis of pancreas-related proteins

We next carried out an immunohistochemical analysis to evaluate protein expression in EBs in which Pdx1 and Ngn3 were induced. Tet-pdx1/ngn3 ES cells were cultured for 16 days under Protocol #3, with or without Dox, and then replated on glass bottom dishes coated with Matrigel. On day 18, the EBs were immunostained and examined using confocal microscopy. We found that insulin, C-peptide, Chga and Pcsk2 proteins are all expressed in Dox-stimulated EBs (Fig. 5), whereas no staining is detected in EBs not stimulated with Dox (data not shown). Importantly, most insulin-positive cells co-expressed C-peptide. As positive controls, we also stained for Pdx1 and Ngn3 after Dox stimulation (Fig. 5). Our results suggest that the temporal upregulation of Pdx1 and Ngn3 induces endocrine pancreas cells that produce **β**cell-related proteins. The fact that detecting insulin protein and C-peptide was dependent on Dox-regulation indicates that these results are detecting endogenously produced insulin and are not subject to previous published insulin artifacts [30].

**Figure 5:**
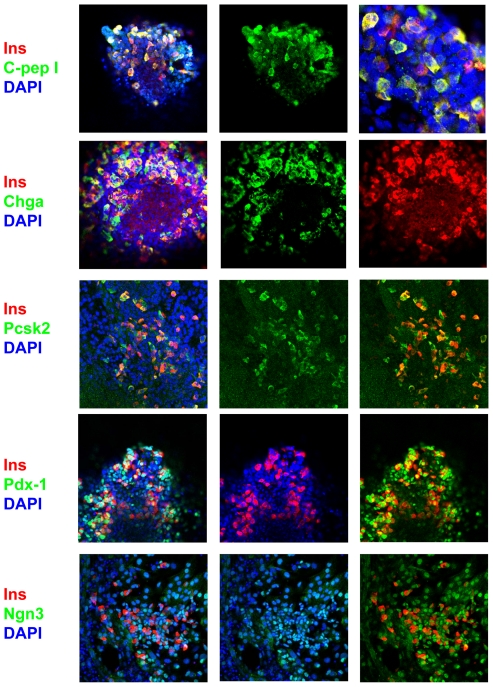
Endocrine protein expression in pancreatic EBs induced by Pdx1 and Ngn3. Tet-pdx1/ngn3 ES cells were cultured according to Protocol #3. At day 16, EBs were replated on glass bottom dishes coated with Matrigel. Replated EBs were stained with antibodies for the indicated markers of endocrine cells. Insulin was visualized with a Cy3-conjugated 2^nd^–stage fluorescent antibody (red) and other markers were visualized with a FITC-conjugated 2^nd^–stage fluorescent antibody (green). Nuclei were stained with DAPI (blue). Magnification of right panel for C-peptide and insulin was with a 1000× objective. Magnification for the other panels was with a 400× objective.

### Removal of B27 from DMEM enhances pancreatic differentiation

After culturing tet-pdx1/ngn3 ES cells under Protocol #3 for 6 days, we cultured the cells for the next 12 days according to Protocol #3 or a modified Protocol #3 in which the IMDM/F12 was replaced with DMEM (Protocol #4). We found that levels of *Ins1* mRNA were higher in the group that contained DMEM instead of IMDM (Fig. 6A). Moreover, using different concentrations of B27(−RA) according to Protocol #4 revealed that eliminating B27(−RA) after day6 resulted in an increased *Ins1* expression that reached 66% of βTC6 levels on day 18 (Fig. 6B). *Ins1* mRNA ultimately reached 100% of the level in βTC6 cells by day 26 (Fig. 6C). Immunostaining showed that there was a higher fraction of cells positive for both insulin and C-peptide when cells were cultured according to Protocol #4, without B27(−RA) after day6, compared to Protocol #3 (compare Fig. 6D with Fig. 5). Using FACS analyses, we also confirmed that 43% of cells from Dox-stimulated EBs cultured under Protocol #4, without B27, showed cytoplasmic insulin (Fig. 6E), whereas only 1.0% of EBs cultured in the absence of Dox were insulin-positive (data not shown). Under these conditions the 24 hour secretion of C-peptide increased approximately 4-fold and 10-fold on days 18 and 26, respectively, as compared to Protocol #3 (compare Fig. 6F with Fig. 4C). Although these conditions resulted in very high *Ins* transcription levels and frequency of insulin positive cells, this increased level of C-peptide secretion was still less than 1% of the level of C-peptide secreted from βTC6 cells, which was 3766±82 ng/mg protein/24 hour (data not shown). Under these conditions, tolbutamide significantly increased C-peptide secretion measured at one hour of stimulation, whereas high glucose did not (Fig. 6G).

**Figure 6:**
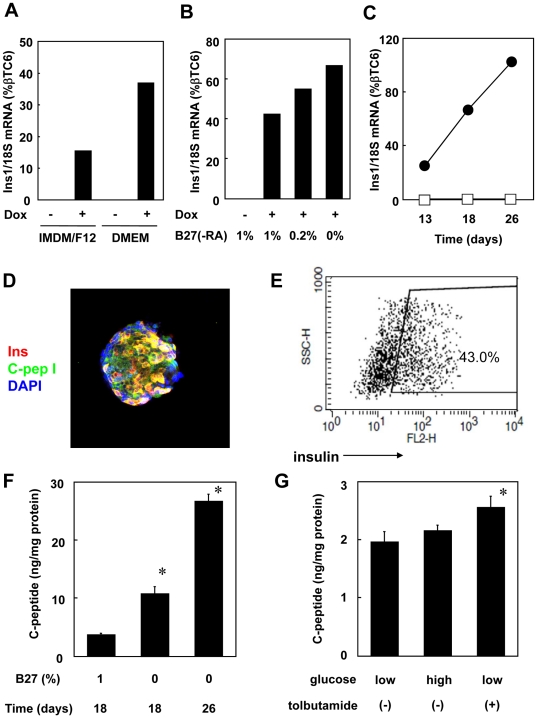
DMEM media improves pancreatic differentiation of mouse ES cells. Tet-pdx1/ngn3 ES cells were cultured under Protocol #3 for 6 days, with Dox-induction of Pdx1 and Ngn3 expression starting at day 4. A) From day 6 through day 18 EBs were cultured according to Protocol #3 (“IMDM/F12”) or in medium in which the IMDM/F12 was replaced with DMEM (“DMEM”) as indicated (Protocol #4), and *Ins1* mRNA was quantitated at day 18. B) EBs were cultured according to Protocol #4 for the first 6 days and with Dox-induction of Pdx1 and Ngn3 expression starting at day 4. From day 6 through day 18 various concentrations of B27(−RA) were added as indicated. *Ins1* mRNA was quantitated at day 18. C) EBs were cultured according to Protocol #4 for 6 days, with Dox-induction of Pdx1 and Ngn3 expression starting at day 4. From day 6 through day 26 the medium was only DMEM with BSA without B27(−RA). *Ins1* mRNA was quantitated from day 13–26. (D–G) Tet-pdx1/ngn3 ES cells were cultured according to Protocol #4 for 24 days with Dox induction starting at day 4. D) EBs were replated at day 24 and cultured in DMEM (BSA). At day 26, Insulin was visualized with a Cy3-conjugated 2^nd^ antibody (red) and C-peptide was visualized with a FITC-conjugated 2nd antibody (green). Nuclei were stained with DAPI (blue). Magnification was with a 400× objective. E) EBs, prepared as in panel D, were trypsinized to make single cell suspensions and cytoplasmic insulin was stained and analyzed by FACS. F) EBs were cultured under Protocol #4 for 6 days, with Dox-induction of Pdx1 and Ngn3 expression starting at day 4. From day 6 through day 18 only one group was supplemented with B27(−RA) (1%) as indicated. On either day 18 or day 26 the media was replaced with fresh DMEM with BSA. Supernatants were harvested after 24 hours, and C-peptide was measured by RIA. The data presented are mean of three independent experiments; the error bars represent the SEM. p<0.05 as compared with 1% B27 at day 18. G) EBs were prepared as described in panel F. On day 26 the media was replaced with HKRB buffer containing either low glucose media (2 mM) or high glucose media (20 mM) with or without tolbutamide. Supernatants were harvested after 1 hour and C-peptide was measured by RIA. The data presented are mean of three independent experiments; the error bars represent the SEM. p<0.05 as compared with low glucose without tolbutamide.

## Discussion

Efficient endodermal differentiation is a critical first step in pancreatic development, since the pancreas is an endoderm-derived tissue. We previously established two types of differentiation protocols for generating definitive endoderm from ES cells [21], [22]. We show here the utility of temporally upregulating the expression of Pdx1 and Ngn3, which are known to be important for pancreatic development, can induce at high frequency the differentiation of endodermal cells into β-islet cells that transcribe insulin at high levels, and that these cells secrete C-peptide, respond to insulin secretagogues, but do not respond to glucose.

When Pdx1 is upregulated after the induction of endoderm differentiation, the transcription of both *Ins1* and *Ins2* increased, and when both and *Pdx1* and Ngn3 were co-expressed, *Ins1* and *Ins2* transcription was upregulated to a significantly greater extent, reaching maximal levels in half the time. These results are consistent with a large body of evidence of the importance of Pdx1 and Ngn3 expression for the normal development of β-islet cell function and insulin expression. Pdx1 is first expressed in the pancreatic bud of the gut tube [10], [12]. All pancreatic cell types are derived from Pdx1-positive progenitors [16], and Pdx1 is required for *Ins* transcription [10], [31], [32]. Previous reports have shown that Ngn3 is expressed in the embryonic pancreas at E10.5, and mice lacking *Ngn3* fail to generate pancreatic endocrine cells [15]. In addition, cell tracking experiments showed that all β-islet cells are derived from precursors that express Pdx1 before they express Ngn3 [16], [33], and that the four types of islet endocrine cells are derived from Ngn3-positive precursors [16]. These results suggest that Pdx1 is involved in the induction of endoderm to a pancreatic fate, after which Ngn3 induces the specification and differentiation of pancreatic endocrine cells from pancreatic primordium, and Pdx1 continues to be required for insulin expression and normal β-islet cell function. Moreover, expression of Pdx1 and Ngn3 was recently reported to be key events in β-islet cell regeneration from pancreatic duct cells in vivo [34]. These results, together with the results presented here, suggest that the same machinery may be important for fetal islet development, adult islet regeneration, and ES cell-derived pancreatic differentiation.

To optimize the conditions that promote ES-derived pancreatic differentiation, we evaluated Protocol #2. Gouon-Evans et al. originally developed this protocol (“SFD”) for mouse ES-derived hepatocyte differentiation and showed that BMP4 is required for hepatic differentiation under this protocol [22]. It is important to note that all of the protocols we have studied require activin to initiate high efficiency generation of endoderm. Here we demonstrate that exogenous BMP4 improves mouse ES-derived pancreatic differentiation and increases *Ins1* mRNA levels. BMP4 also reportedly promotes the proliferation and development of epithelial islet-like structures and pancreatic progenitor cells *in vitro* [35], [36]. The recent work of Wandzioch and Zaret also actually shows that in the mouse embryo, BMP is required at a later time point for pancreas specification compared to liver specification [28]. In the present study, we found that changes to the Protocol #2 culture medium, namely adding BMP4, using DMEM instead of IMDM/F12, eliminating the N2 and B27 supplements, culturing the cells in 3D non-adherent structures, i.e. Protocol #4, dramatically increased *Ins1* mRNA levels up to 100% of the normalized values seen in βTC6 insulinoma cell line. Under these conditions, although the EB size was smaller than observed with Protocol #2, the relative number of insulin positive cells increased. This suggests that Protocol #4 provides a relative enrichment for insulin-positive cells. EBs induced toward pancreatic differentiation by the above protocols express a variety of pancreas-related proteins detected immunohistochemically, including Chga, Pcsk2, plus fully processed insulin and C-peptide. In addition, insulin was processed and C-peptide was secreted into the supernatant. This suggests that Pdx1 and Ngn3 induce efficient differentiation of functional islet-like cells from ES cell-derived endoderm and that the cells are capable of producing and correctly processing insulin.

This *in vitro* differentiation process mimics embryonic pancreatic endocrine development, which can be useful for evaluating the gene expression pattern of pancreatic endocrine cell differentiation and β-islet cell biology. To evaluate this, we performed microarray analyses of Pdx1- and Ngn3-induced EB differentiation. 

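Dox(+) EBs carried more granule and endocrine factor transcripts than E15.5 pancreas for most genes listed, and less of most β-cell glucose sensing and acinar transcripts than islets or E15.5 pancreas. Of 15 granule and prohormone processing genes, 14 were higher than in E15.5 pancreas, while 13 were lower than in βTC6 cells and 12 lower than in islets. Of 16 endocrine transcription factors, 11 were higher and 3 lower than in E15.5 pancreas, 4 were higher and 9 lower than in βTC6 cells, and 3 were higher and 7 lower than in islets. Nkx6.1, a β-cell factor, was at 3.96 and 3.21 in Dox(+) EBs, 147 and 172 in βTC6 cells, 214 and 175 in islets and 40.6 and 37.5 in E15.5 pancreas. Of 15 genes of glucose sensing and insulin secretion, 13 were lower than in islets and 12 lower than in βTC6 cells, none was higher than in either, and 9 were lower and 1 was higher than in E15.5 pancreas. Ucn3, a gene of mature β cells, was at 0.849 and 0.784 in Dox(+) EBs and at 189 and 180.1 in islets, and Slc30a8, the zinc transporter of insulin granules, was at 0.470 and 0.522 in Dox(+) EBs and at 101 and 87.3 in islets. Of 17 mesenchyme genes, 16 were higher and none lower than in βTC6 cells, 14 were higher and 1 lower than in islets, and 1 was higher and 12 lower than in E15.5 pancreas, and of 22 cell cycle genes 20 were higher and 2 lower than in islets, but 1 was higher and 19 lower than in βTC6 cells and 1 was higher and 16 lower than in E15.5 pancreas. All 18 acinar genes were lower than in E15.5 pancreas and 17 were lower than in islets, and the islet arrays themselves carried strong acinar signal, with 14 of these genes at least as high as in E15.5 pancreas, of which 5 have a saturated pancreas array, so that their order is not measured. Amy2a5, an amylase gene, was at 300.4 and 252 in islets and at 255 and 229.7 in E15.5 pancreas, all of them saturated. Over all probes tested, 7161 were higher and 10524 lower in Dox(+) EBs than in βTC6 cells, 10237 were higher and 8880 lower than in islets, and 9298 were higher and 7566 lower than in E15.5 pancreas, each by limma at an adjusted p under 0.05. The slide numbers of the EB arrays, of the E15.5 pancreas arrays, and of the βTC6 and islet arrays lie in separate ranges, so that array batch and tissue cannot be told apart in these comparisons.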

Through these analyses we found that pancreas-related genes encoding secretory proteins (e.g., *Ins* and *Sst*) and transcription factors (e.g., *Pax6 and neuroD*) were induced by Pdx1 and Ngn3 during EB differentiation. Conversely, genes characteristic of hepatocyte and intestine were suppressed by Pdx1 and Ngn3. This accurately reflects the known functional tissue specificity of these genes. In addition, other genes recently reported to play a role in pancreas development were also shown to be upregulated in Pdx1- and Ngn3-induced EBs. For example, cocaine- and amphetamine-regulated transcript (*Cart*) is upregulated in our studies and was recently reported to be expressed in pancreatic β-islet cells and to enhance insulin secretion from an insulinoma cell line and from isolated rat islet cells [37], [38]. 

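Somatostatin, the other islet hormones with a named probe and most endocrine transcription factors were higher with Dox. Sst was at the floor of 0.27 on both Dox(−) arrays and at 119.9 and 103 in Dox(+) EBs. This was at least 412-fold higher (log2 difference 8.69, standard error 0.09, adjusted p = 4.98e-12 from limma). Sst was at 211 and 229 in βTC6 cells, 291 and 286, both saturated, in islets and 26.2 and 26.6 in E15.5 pancreas. Of 4 islet hormone genes with a named probe (Gcg, Sst, Ppy and Ghrl), all rose, also when adjusted over the list alone (camera adjusted p = 0.000101, on the 3 genes with a value on every array). That shift does not pass with an estimated correlation (adjusted p = 0.0843). No probe is named for Ins1 or Ins2, and the 1 probe whose levels equal those of the insulin entry of Table S3, matched after its values were seen, was at the floor of 0.27 in Dox(−) EBs and at 79.0 and 68.5 in Dox(+) EBs, at least 272-fold higher (adjusted p = 4.02e-10 from limma). It was at 249 and 208 in E15.5 pancreas, where it was saturated. On replicate 1 it was at 370 in βTC6 cells and 281 in islets, and 1 array of each group was saturated. Dox(+) EBs lay at least 5.03-fold below βTC6 cells and at least 3.82-fold below islets. Pax6, a factor of all islet cell types, was at 0.296 and 0.27 in Dox(−) EBs and at 37.2 and 35.2 in Dox(+) EBs, at least 128-fold higher (adjusted p = 2.87e-11 from limma). Neurod1, a direct target of Ngn3, rose 49.5-fold, from 0.590 and 0.646 to 32.1 and 29.1 (adjusted p = 8.47e-11 from limma). Of 16 endocrine transcription factors tested, 12 rose, 1 (Rfx3) fell and 3 (Mafa, Rfx6 and Pou3f4) did not pass the test (13 higher and 1 lower when adjusted over the list alone). The list shifted upwards by camera (adjusted p = 4.16e-10) and with an estimated correlation (adjusted p = 0.0498). Mafa, which drives insulin transcription in mature β cells, was at 0.27 on both arrays in Dox(−) EBs and at 0.376 and 0.296 in Dox(+) EBs (adjusted p = 0.369, and 0.0161 with a floor of 0.1), against 5.54 and 4.88 in islets. The islet arrays also carry strong acinar signal, and array batch goes with tissue.

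**Figure D1:**
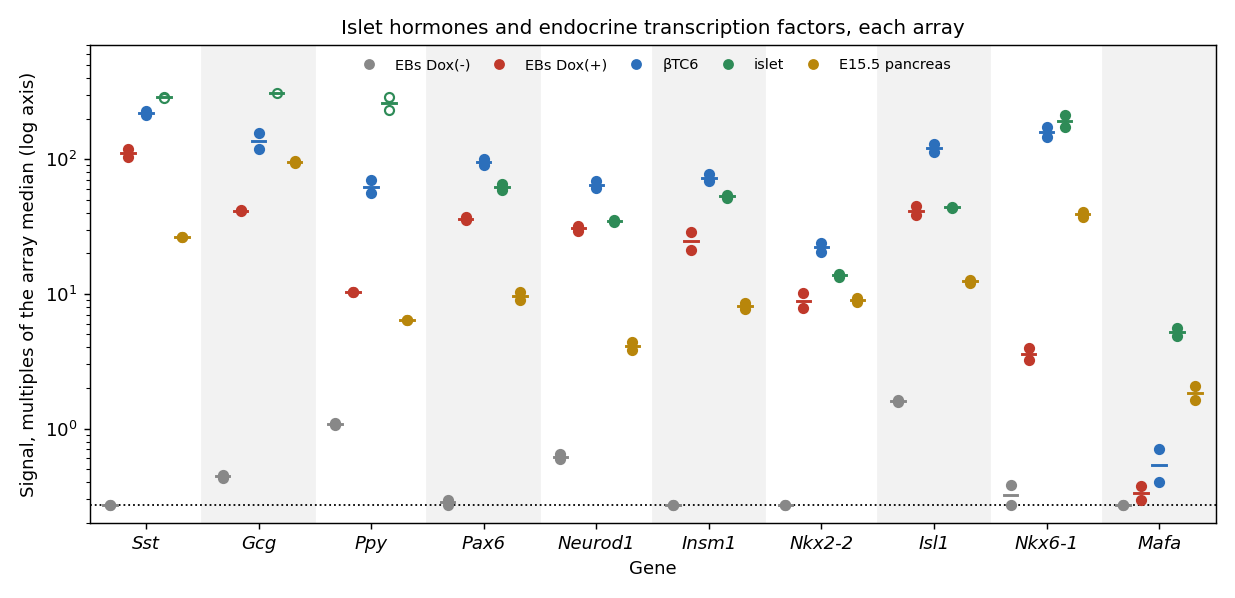
Levels of 10 endocrine genes on a log axis, in units of the array median, in Dox(−) EBs, Dox(+) EBs, βTC6 cells, islets and E15.5 pancreas. Each point is 1 array, each bar is the mean of the log2 levels of a group, hollow points belong to groups with a saturated array, and the dotted line is the floor of 0.27. Sst, Pax6 and Neurod1 lie at 119.9 and 103, 37.2 and 35.2 and 32.1 and 29.1 in Dox(+) EBs, while Mafa stays at 0.376 and 0.296.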

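Most of the liver and intestine genes that changed fell with Dox, including the hepatocyte products albumin, α-fetoprotein and apolipoprotein A1 and the intestinal factor Cdx2. Alb was at 10.7 and 30.5 in Dox(−) EBs and at 0.463 and 0.372 in Dox(+) EBs, 43.5-fold lower (log2 difference -5.44, standard error 0.37, adjusted p = 9.34e-07 from limma). Afp was at 293 and 242, both saturated, in Dox(−) EBs and at 24.3 and 18.6 in Dox(+) EBs, at least 12.5-fold lower. Apoa1 was 9.60-fold lower and Fgb, a fibrinogen chain, 5.15-fold lower. Of 20 liver genes tested, 14 fell (12 to 14 without 1 array), 4 rose and 2 did not pass the test (15 lower and 4 higher when adjusted over the list alone). The 4 that rose were Ttr (at least 1.39-fold), Apom (1.99-fold), Tat (at least 2.65-fold) and F2 (1.95-fold), and transthyretin, the product of Ttr, is also made by islet cells. The liver list shifted downwards by camera (adjusted p = 7.35e-05), which does not pass with an estimated correlation (adjusted p = 0.225). Of 14 intestine genes tested, 7 fell, 1 rose and 6 did not pass the test (8 lower and 3 higher when adjusted over the list alone). Fabp2, the fatty acid binding protein of enterocytes, went from 8.08 and 8.80 to 1.17 and 0.904, 8.19-fold lower (adjusted p = 1.83e-07 from limma). Cdx2, a transcription factor of intestinal fate, was 13.2-fold lower, at 45.6 and 48.2 in Dox(−) EBs and 4.05 and 3.13 in Dox(+) EBs, while Apoc3 was at least 4.57-fold higher. The intestine list shifted downwards by camera (adjusted p = 0.0156), which does not pass with an estimated correlation (adjusted p = 0.213) or over probes above background on all arrays (adjusted p = 0.0584). Falls were not limited to liver and intestine genes. With Dox, 10 of 11 heart and muscle genes fell and 1 rose, 6 of 7 blood genes fell and 0 rose, and 13 of 17 mesenchyme genes fell and 2 rose. Alb did not pass the test when the replicate number was added as a block (adjusted p = 0.0875), and its log2 difference was -6.20 without Dox(−) replicate 1 and -4.68 without Dox(−) replicate 2.

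**Figure D2:**
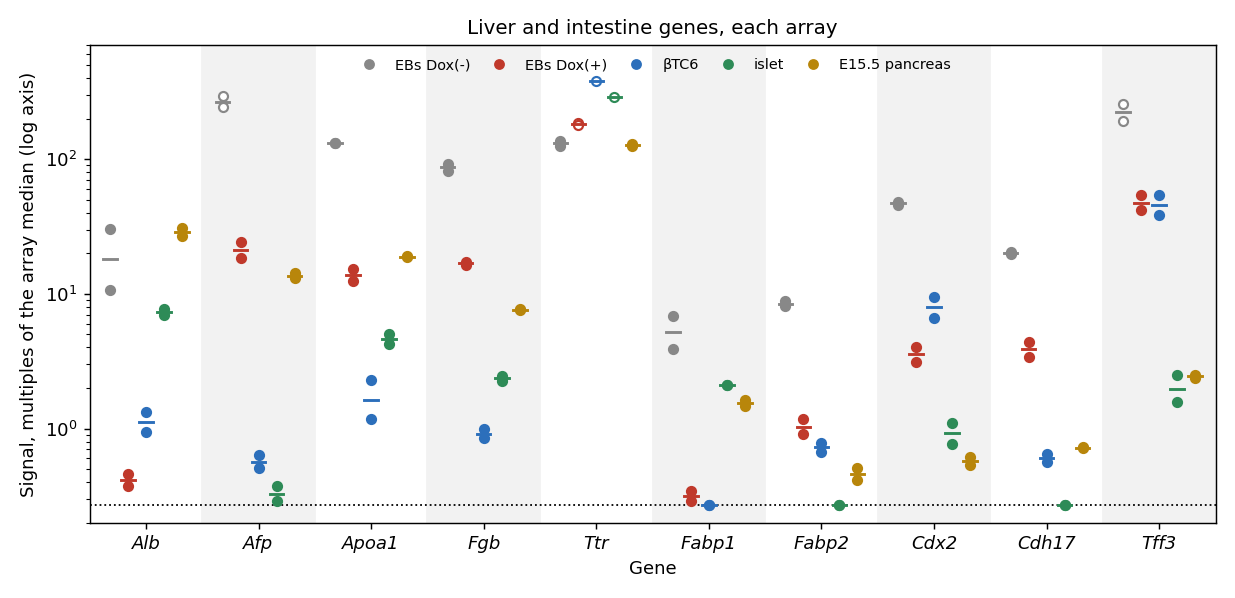
Levels of 10 liver and intestine genes on a log axis, in units of the array median, in Dox(−) EBs, Dox(+) EBs, βTC6 cells, islets and E15.5 pancreas. Each point is 1 array, each bar is the mean of the log2 levels of a group, hollow points belong to groups with a saturated array, and the dotted line is the floor of 0.27. Alb, Fabp2 and Cdx2 lie at 0.463 and 0.372, 1.17 and 0.904 and 4.05 and 3.13 in Dox(+) EBs, below both Dox(−) arrays.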

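Cart (Cartpt) was at the floor of 0.27 on both Dox(−) arrays and at 33.5 and 34.2 in Dox(+) EBs. It was at least 125-fold higher with Dox (log2 difference 6.97, standard error 0.09, adjusted p = 2.61e-11 from limma). Its level was 57.1 and 51.2 in βTC6 cells, 8.51 and 8.05 in islets and 6.84 and 6.54 in E15.5 pancreas. Dox(+) EBs thus lay 1.60-fold below βTC6 cells (adjusted p = 6.87e-05) and 4.09-fold above islets (adjusted p = 1.16e-08) by limma, on islet arrays with strong acinar signal and with array batch following tissue.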

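Resp18, which encodes a protein of the regulated endocrine secretory pathway, was at the floor of 0.27 on both Dox(−) arrays and at 21.3 and 25.6 in Dox(+) EBs. This is at least 86.6-fold higher with Dox (log2 difference 6.44, standard error 0.12, adjusted p = 8.04e-11 from limma), a bound because the Dox(−) level is at background. Resp18 was at 221 and 249.5 in βTC6 cells, 174 on both arrays in islets and 1.23 and 1.49 in E15.5 pancreas, and the islet arrays carry strong acinar signal and differ from the EB arrays in array batch as well as tissue.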

Resp18 is increased 87-fold by Pdx1/Ngn3 induction in our studies and was also recently reported to be expressed in pancreatic β-islet cells and markedly stimulated following exposure to high glucose [39]. We also found that genes expressed in enteroendocrine cells (e.g., *Gip*, *Cck*, *Pyy* and *Ghrl*) were upregulated, suggesting that these genes important for both enteroendocrine and pancreatic hormones are dependent on the expression Pdx1 and/or Ngn3.

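Gut hormone genes rose with Dox, and Gip and Cck did so from low levels up to saturated spots. Gip, the gene of the incretin hormone GIP, was at 0.614 and 0.631 in Dox(−) EBs and at 243 and 259, both saturated, in Dox(+) EBs, at least 403-fold higher (log2 difference 8.66, standard error 0.17, adjusted p = 1.15e-10 from limma). It was at 0.672 and 0.446 in βTC6 cells, 0.413 and 0.459 in islets and 3.80 and 3.44 in E15.5 pancreas, which differ from the EB arrays in array batch as well as tissue. Cck, the cholecystokinin gene, was at 0.726 and 0.749 in Dox(−) EBs and at 194 and 159.6 in Dox(+) EBs. This is 238-fold higher, with 1 Dox(+) array saturated. Pyy, the peptide YY gene, was at least 126-fold higher and Sct, the secretin gene, 37.7-fold. Ghrl, the ghrelin gene, was already above background without Dox, at 4.45 and 3.73, and rose 8.56-fold to 38.5 and 31.6 (adjusted p = 3.07e-06 from limma). Of 10 enteroendocrine hormone genes tested, 8 rose and none fell, also when adjusted over the list alone, while Tph1 (adjusted p = 0.253) and Insl5 (adjusted p = 1) did not pass the test. The list shifted upwards by camera (adjusted p = 2.7e-07), also with an estimated correlation (adjusted p = 0.0235). Gip, Cck, Pyy, Sct and Ghrl are also in Table S3, which the study drew from these arrays.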

Consistent with normal β-islet cell biology, direct depolarization of the ES-derived cells using KCl, or IBMX- or forskolin-induced intracellular cAMP increase, stimulated C-peptide release from the ES-derived pancreatic cells during a 1-hour secretion assay. These combined results indicate that ES-derived pancreatic cells produce and correctly process insulin and that C-peptide secretion is regulated by various insulin secretagogues. Despite the fact that *Ins1* mRNA levels were comparable to those found in βTC6 cells in protocol #4 differentiated cells, C-peptide secretion was not glucose responsive and was only 0.75% of the normalized levels observed in βTC6 cells. Apparently, the current protocol does not induce at high efficiency the final maturation steps that result in adult-level glucose responsiveness. By using various growth factors at each differentiation step, D'Amour et al. were able to differentiate insulin-expressing cells from human ES cells [24] that could respond to glucose in vivo and could be used to successfully treat diabetic mice, suggesting that they were functionally glucose responsive [40]. It is not clear from D'Amour's studies if the β-islet cells were glucose responsive *in vitro* prior to transplantation *in vivo*. It is possible that in vivo conditions are required for the final maturation steps leading to fully mature functional properties, which are not yet replicated in our culture systems. The identification of the potential biological factors and/or cellular interactions that are required for final β-islet cell maturation and full glucose responsiveness remains an elusive problem and as yet not replicated *in vitro*.

In conclusion, we have shown that mouse ES cells can be induced by activin to differentiate into definitive endoderm, followed by differentiation to pancreatic endocrine cells through subsequent stimulation of BMP4 and overexpression of Pdx1 and Ngn3. During this differentiation scheme, many gene expression cascades that mimic embryonic pancreatic development are expressed in an appropriate temporal order, suggesting this *in vitro* model may be useful as a screen for evaluating potential genes, or drug candidates, that induce or increase pancreatic endocrine cell differentiation. In addition, it is clear that further work is necessary to define the requirement for efficient and reproducible induction of full β-islet cell maturation and glucose responsiveness *in vitro*. These studies also highlight some of the limitations of current differentiation protocols as well as offer improved protocols that dramatically improve the frequency and level of insulin expression. These studies further support the view that ES cells, and iPS by extension, have the potential to be a renewable resource for producing β-islet cells for cell-based diabetes therapy.

## Methods

### Growth and Differentiation of ES cells

We used Ainv 18 mouse ES cells (a kind gift from Drs. Michael Kyba and George Daley; ATCC SCRC-1029) to assess gene function during ES cell differentiation to pancreatic lineages [41]. These cells were engineered to allow “cre-lox” targeted insertion of “tet-on” expression cassettes into the hprt locus. This system enables the efficient temporal upregulation of target genes by the addition of Dox (Sigma, St. Louis). For some experiments, the bi-cistronic expression of two target genes was achieved through the use of an intervening IRES sequence [42]. *Pdx1* or pdx1-IRES-ngn3 pLOX expression vectors were electroporated, together with a cre expression construct [43], into Ainv 18 ES cells according to published procedures (Amaxa, Lonza, AG). This yielded “tet-pdx1” or “tet-pdx1/ngn3” ES cells, which could be induced by Dox to express *Pdx1* or both *Pdx1* and *Ngn3*, respectively. ES cells were maintained on irradiated mouse embryo fibroblast feeder cells as previously described [21]. To generate EBs, ES cells were passaged two times on gelatin, dissociated into a suspension of single cells using trypsin (0.25%), and then cultured at various concentrations in 60 mm bacterial-grade petri dishes (Valmark) in differentiation media, as described below. Cultures were maintained in a humidified chamber under a 5% CO_2_-air mixture at 37°C.

Four protocols were evaluated for differentiation of pancreas-like cells (see details in Supplemental Table S1). The first protocol utilized activin-mediated induction of endoderm via a two-step endoderm Protocol #1 (“SP protocol”) as previously described [21]. Dissociated undifferentiated ES cells (4×10^3^ cells/ml) were cultured for 2 days in suspension in Stem Pro 34 medium (Gibco) supplemented with 2 mM glutamine, 0.5 mM ascorbic acid, 4.5×10^−4^ M monothioglycerol (MTG) and c-kit ligand (1% conditioned medium from CHO cells). EBs were harvested after 48 hours of differentiation, allowed to settle in a 50 ml tube, transferred to new petri dishes (Valmark) and cultured for 4 days in IMDM supplemented with 15% Knockout serum replacement (SR) (Gibco), 2 mM glutamine, 0.5 mM ascorbic acid, 4.5×10^−4^ M MTG and human activin A (100 ng/ml) (R&D Systems). To induce test genes, starting on day 6 after EB formation, Dox (1 µg/ml) was included in IMDM supplemented with 15% SR, 2 mM glutamine, 0.5 mM ascorbic acid, and 4.5×10^−4^ M MTG. After differentiation for 10 days from the start of differentiation, the EBs were transferred to Matrigel-coated 6-well dishes (Falcon) in IMDM supplemented with 15% fetal calf serum (FCS; JRH) and 2 mM glutamine, with or without Dox (1 µg/ml). Cells from these replated cultures were harvested for RNA isolation at the indicated times from the start of initial differentiation.

Protocol #2 used serum-free differentiation medium, as previously described (“SFD protocol”) [22], that contains 75% IMDM and 25% Ham's F12 medium (Gibco) supplemented with 0.5% N2 and 1% B27 (with vitamin A/retinoic acid, “RA”) (Gibco), 1% penicillin/streptomycin, 0.05% bovine serum albumin, 2 mM glutamine, 0.5 mM ascorbic acid and 4.5×10^−4^ M MTG. ES cells (2–4×10^4^ cells/ml) were cultured in this medium in 60 mm low attachment petri dishes. On day 2 of differentiation, EBs were dissociated with trypsin/EDTA and replated at a density of 2–6×10^4^ cells/ml in new 60 mm petri dishes using Protocol #2 medium supplemented with activin A (50 ng/ml). On day 4, EBs were dissociated with trypsin/EDTA and then reaggregated at high density (5×10^5^ cells/ml) in 24-well low-cluster dishes (Nunc) in Protocol #2 medium supplemented with BMP4 (50 ng/ml) (R&D Systems), bFGF (10 ng/ml) (R&D Systems) and activin A (50 ng/ml), with or without Dox (1 µg/ml). On day 6, EBs were replated on gelatin coated 6-well dishes (Falcon) for monolayer culture or in 12-well low-cluster dishes (Nunc) to obtain non-adherent floating EBs in Protocol #2 medium, with N2 and/or B27(+RA), without either ascorbic acid or MTG, and with or without Dox (1 µg/ml). Protocol #3 was identical to Protocol #2 except B27 did not contain RA, media was not supplemented with N2, and after day 6 the cells were cultured in low-cluster dishes to obtain non-adherent floating EBs. Protocol #4 was identical to Protocol #3 except DMEM was used instead of IMDM/F12 media.

### PCR Gene expression analysis

For RT-PCR, total RNA was extracted using RNeasy mini-kits and treated with RNase-free DNase (Qiagen). One µg of total RNA was reverse-transcribed to cDNA using a Superscript RT kit (Invitrogen) with random hexamers. PCR was carried out using Taq polymerase (Takara Bio) in PCR buffer containing 2.5 mM MgCl_2_ and 0.2 µM dNTPs. The amplification protocol was 1 cycle at 94°C for 5 min followed by 25–40 cycles of 94°C for 1 min (denaturation), 60°C for 30 sec (annealing) and 72°C for 1 min (elongation), with a final elongation at 72°C for 7 min. The oligonucleotide primers used for PCR are listed in supplemental Table S2.

For quantitative real-time PCR, commercially available assay mixes (Applied Biosystems) for *Ins1* (Mm01259683_g1), *Ins2* (Mm00731595_gH) and *18S* (Hs99999901_s1) were used to quantify mRNA levels, and PCR was performed using a Prism 7700 Sequence Detector (Applied Biosystems). *Ins1* and *Ins2* mRNA levels were normalized to *18S* mRNA levels in the same samples, expressed as *Ins*/*18S* ratios, and plotted as percentages of the *Ins*/*18S* ratios observed in βTC6 cells grown in 15%FCS DMEM and harvested in log phase. All experiments repeated at least two times.

### Transient gene upregulation mediated by vector electroporation

*Pax4*, *Nkx6.1* and *Ngn3* coding regions were cloned downstream of the CMV promoter in the pIRES-EGFP vector (Clontech). Tet-pdx1 or tet-pdx1/ngn3 ES cells were cultured under Protocol #1. On day 6, EBs were dissociated with trypsin/EDTA (0.25%), after which the resultant cells (1–3×10^6^ cells) were suspended in mouse ES cell nucleofection solution (Amaxa). Gene expression plasmids (5 µg) were electroporated into cells using an Amaxa Nucleofector device (ES solution, program O-17). The cells were then washed and reaggregated in 24-well low-cluster dishes (Costar) in IMDM supplemented with 15% SR (Gibco), 2 mM glutamine, 0.5 mM ascorbic acid and 4.5×10^−4^ M MTG containing Dox (1 µg/ml). EBs were harvested on day 8 for FACS or on day 9 for RNA isolation.

### Microarray analysis

For microarray analysis, total RNA was extracted using RNeasy mini kits (Qiagen), after which 10-µg samples of fragmented target total RNA was used for hybridization of CodeLink Mouse Whole Genome Arrays (GE Life Sciences), which contained 34,967 probes. Once the microarrays were hybridized and washed, biotin-containing transcripts were directly detected using a Streptavidin-Alexa647 conjugate as previously described [44]. GeneSpring 7 (Silicon Genetics, Inc., Redwood City, CA) was then used to evaluate the data obtained using CodeLink™ Expression Scanning Software. Because some CodeLink probes are improperly annotated as to their intended target, refinement of gene-to-probe associations was accomplished by analysis using VistaGen's Valid Probe Set tools, which results from a mapping of the genomic coordinates of probes with that of the exons of genes. All genomic coordinates of the mouse genome were determined using BLAST. Invalid probes, such as those that target multiple genes, non-coding strand, or intergenic regions on the genome, were removed from analyses.

### FACS analysis and cell sorting

We used our previously published methods to isolate definitive endoderm populations [22], [45]. Day 4 EBs were trypsinized for single cell suspension, then stained with a PE-conjugated anti-c-kit antibody (BD Pharmingen, 553355, 1/150) and a biotinylated rat anti-mouse CXCR4 antibody (BD Pharmingen, 551968, 1/200), and visualized using streptoavidin PE-Cy5 (BD Pharmingen). Cytoplasmic insulin was detected in cells from day 18 EBs dissociated with 0.25% trypsin/EDTA and 0.05% collagenase, stained with a guinea pig anti-insulin antibody (Dako, A0564 1/100), and visualized using a PE-conjugated anti-guinea pig IgG secondary antibody (Jackson Immunoresearch) with the Cytofix/Cytoperm kit (Becton Dickenson) according to manufacturer's recommendations. The stained cells were also analyzed using a FACScan (Becton Dickinson, San Jose, CA) or sorted on a FACS Aria cell sorter (Becton Dickinson). All experiments repeated at least two times.

### Immunostaining

For immunostaining, day 16 EBs were plated on glass bottom dishes (Matek) coated with Matrigel. Two days later, the day 18 EBs were fixed in 4% paraformaldehyde for 20 min, washed two times in PBS, permeabilized in PBS containing 0.2% triton-×100, washed in PBS containing 10% FCS and 0.2% Tween 20, and then blocked for 10 min in PBS containing 10% horse serum. The cells were then incubated for 1 hour with a primary antibody specific for either insulin (Dako, A0564, 1/150), C-peptide (Yanaihara, Y222, 1/100), Pdx1 (Transgenic, KR059, 1/100), Ngn3 (Santa Cruz sc-25655, 1/50), Pcsk2 (Chemicon, AB1262, 1/100) or Chga (Epitomics, #1782-1, 1/100), and visualized using a Cy3-conjugated anti-guinea pig IgG secondary antibody or FITC-conjugated anti-rabbit IgG secondary antibody (Jackson Immunoresearch, 1/200) as appropriate. After the second staining step, the EBs were washed and covered with antifade reagent containing DAPI (Molecular Probe). Images were then captured using a FLUOVIEW FV1000 confocal microscope (Olympus) with 10×, 40× and 100× objectives. All experiments repeated at least two times.

### Measurement of C-peptide, glucagon and somatostatin secretion from EBs

After culturing EBs for 17–18 days in Protocol #3 medium, with or without Dox (1 µg/ml), the medium was changed to fresh IMDM/F12/BSA/B27(−RA) media, with 2 mM glutamine and no growth factors. The EBs were then incubated for 24 hours as indicated, after which the conditioned medium was collected for secretion assays. Concentrations of glucagon and somatostatin in the conditioned medium were measured using enzyme immunoassays (EIAs) specific for glucagon (Yanaihara) or somatostatin (Phoenix Pharmaceuticals) according to the manufacturer's instructions. To assay C-peptide secretion, day 18 EBs were washed and then incubated for 1 hour in Krebs-Ringer bicarbonate HEPES buffer (2 mM glucose) with or without stimulation with secretagogues. C-peptide in the supernatant was then measured using a specific radioimmunoassay (RIA; Linco). The amount of protein in each sample was determined using BCA assays (Pierce), and measured levels of secreted C-peptide, glucagon and somatostatin were normalized to the total protein.

## Supporting Information

Figure S1 **Time course of pancreatic gene expression.** Tet-pdx1/ngn3 ES cells were cultured according to Protocol #2 with BMP4 and cultured in suspension. *Pdx1* and *Ngn3* were induced with or without Dox starting at day 4, and cells were harvested at the indicated time points. Various pancreatic related-genes were analyzed by microarrays. Dox(−); open squares, Dox(+); closed circles.
(TIF) Click here for additional data file.

Table S1 **Protocol for culture conditions.**
(RTF) Click here for additional data file.

Table S2 **Oligonucleotide primers used for PCR**.
(RTF) Click here for additional data file.

Table S3 **Microarray gene expression analysis.** Tet-pdx1/ngn3 ES cells were cultured according to Protocol #2 with BMP4 and cultured in suspension. *Pdx1* and *Ngn3* were induced with or without Dox starting at day 4, and cells were harvested at the indicated time points. RNA samples were isolated from day 13 EBs with or without Dox, βTC6 cells and e15.5 mouse embryo and various pancreatic related-genes were analyzed by microarrays.

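Most values of Table S3 equal the level of 1 probe in a group of 2 arrays, on the scale where the array's median is 1, and the ratio divides the Dox(+) level by the Dox(−) level. The table has 80 entries under 79 names, and 73 entries have a probe of that name, 66 by the accession the table gives and 7 by symbol. For 64 of these exactly 1 probe of the array has the printed levels to within 0.06 or 2%, and it is the named probe for 60 and another probe for 4, while 7 have no such probe and 2 have several, of which Pou3f2 was moved to the one that carries its symbol. A further 7 entries have no probe named for that gene alone, among them insulin, Pcsk2 and Scg2, whose probe is also annotated as Ogt, and each has exactly 1 probe with the printed levels. By these value-matched probes, which were chosen after the values were seen, Scg2 was 91.6-fold, with 1 Dox(−) array at background, and Pcsk2 28.1-fold higher with Dox. With them 77 of 79 names rose by limma. Where the Dox(−) arrays were at background, as for the insulin entry, the printed ratio is a bound.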

(RTF) Click here for additional data file.

# Supplementary material for: Pdx1 and Ngn3 Overexpression Enhances Pancreatic Differentiation of Mouse ES Cell-Derived Endoderm Population
**Source:** PLoS One. 2011 Sep 13;6(9):e24058. doi: 10.1371/journal.pone.0024058
**Supplement:** Table S1 — Protocol for culture conditions.

�@	Protocol #1 (Figure 1)	Protocol #2 (Figures 2, 3)	Protocol #3 (Figures 4, 5)	Protocol #4 (Figure 6)	
day0	SP34 media	IMDM/F12/BSA/N2,B27(+RA)	IMDM/F12/BSA/B27(-RA)	DMEM/BSA/B27(-RA)	
�@	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	
�@	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	
�@	�@	�@	�@	�@	
day2	IMDM/SR (15%)	IMDM/F12/BSA/N2,B27(+RA)	IMDM/F12/BSA/B27(-RA)	DMEM/BSA/B27(-RA)	
�@	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	
�@	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	
�@	100ng/ml Activin A	50ng/ml Activin A	50ng/ml Activin A	50ng/ml Activin A	
�@		�@	�@	�@	
day4		reaggregated	reaggregated	reaggregated	
	�@	IMDM/F12/BSA/N2,B27(+RA)	IMDM/F12/BSA/B27(-RA)	DMEM/BSA/B27(-RA)	
�@	�@	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	0.5 mM ascorbic acid 	
�@	�@	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	4.5 x 10-4 M MTG	
�@	�@	50ng/ml Activin A	50ng/ml Activin A	50ng/ml Activin A	
�@	�@	10ng/ml bFGF	10ng/ml bFGF	10ng/ml bFGF	
�@	�@	+/- 50ng/ml BMP4	50ng/ml BMP4	50ng/ml BMP4	
�@	�@	+/- Dox	+/-Dox	+/-Dox	
�@	�@	�@	�@	�@	
day6	IMDM/SR (15%)	IMDM/F12/BSA/N2,B27(+RA)	IMDM/F12/BSA/B27(-RA)	DMEM/BSA	
�@	+/-Dox	monolayer or suspension	suspension	suspension	
�@	�@	+/-Dox	+/-Dox	+/-Dox	
�@	�@	�@	�@	+/-B27(-RA)	
day10	Replate on matrigel	�@	�@	�@	
�@	15%FCS IMDM	�@	�@	�@	
�@	+/-Dox	�@	�@	�@	
�@	�@	�@	�@	�@	
day14-26	Harvest	Harvest day9-16	Harvest day 9-18	Harvest day13-26	
					
Supplements:				
	SP34 media, Gibco, cat.10639011			
	F12, Gibco, cat. 11765054			
	Serum Replacement (SR), Gibco, cat. 10828028			
	N2 supplement, Gibco, cat.17502048			
	B27 supplement, with RA, Gibco, cat. 17504044			
	B27 supplement, without RA, Gibco, cat. 12587010			
	Activin A, R&D Systems, cat. 338-AC-025			
	BMP4, R&D Systems, cat.314-BP-010			
	bFGF, R&D Systems, cat. 233-FB-025

# Supplementary material for: Pdx1 and Ngn3 Overexpression Enhances Pancreatic Differentiation of Mouse ES Cell-Derived Endoderm Population
**Source:** PLoS One. 2011 Sep 13;6(9):e24058. doi: 10.1371/journal.pone.0024058
**Supplement:** Table S2 — Oligonucleotide primers used for PCR.

Supplemental TableS2. Primer list for pancreas related-genes
	Forward	Reverse	
Ins1	TAGTGACCAGCTATAATCAGAG	ACGCCAAGGTCTGAAGGTCC	
Ins2	CCCTGCTGGCCCTGCTCTT	AGGTCTGAAGGTCACCTGCT	
Gcg	CAGAGGAGAACCCCAGATCA	TCATGACGTTTGGCAATGTT	
Sst	GAGGCAAGGAAGATGCTGTC	AGTTCTTGCAGCCAGCTTTG	
Ppy	GGCCCAACACTCACTAGCTC	CCAGGAAGTCCACCTGTGTT	
Ghrl	GAAGCCACCAGCTAAACTGC	CGGATGTGAGTTCTTGCTCA	
Gip	GCAAGATCCTGAGAGCCAAC	TTGTTGTCGGATCTTGTCCA	
Glp1r	TCAGAGACGGTGCAGAAATG	CAAGGCGGAGAAAGAAAGTG	
amy	CATTGTTGCACCTTGTCACC	TTCTGCTGCTTTCCCTCATT	
Ela	GGAACCATCCTGGCTAACAA	CTCAGTTGGAGGCAATGACA	
Alb1	GCTACGGCACAGTGCTTG	CAGGATTGCAGACAGATAGTC	
Afp	CCTGTGAACTCTGGTATCAG	GCTCACACCAAAGAGTCAAC	
Fabp2	GGAAAGGAGCTGATTGCTGTCC	CTTTGACAAGGCTGGAGACCAG	
Shh	TTAAATGCCTTGGCCATCTC	CCACGGAGTTCTCTGCTTTC	
			
Pcsk1	TTGGCTGAAAGGGAAAGAGA	GCTTCATGTGCTCTGGTTGA	
Pcsk2	CTGTGACGGCTATGCTTCAA	AGCTGCAGATGTCCCAGAGT	
Chga	GAGGAGGAAGAGGAGGCTGT	TGTCCTCCCATTCTCTGGAC	
Glut2	CGGTGGGACTTGTGCTGCTGG	CGCAATGTACTGGAAGCAGA	
Gck	GCCTGTGTATGCAACCATTG	CATTTGTGGGGTGTGGAGTC	
Kir6.2	GGCTCCTAGTGACCTGCACCA	CCACAGCCACACTGCGCTTGCG	
			
Foxa2	TGGTCACTGGGGACAAGGGAA	GCAACAACAGCAATAGAGAAC	
Ptfa1	CACGCTACCCTACGAAAAGC	CCTCTGGGGTCCACACTTTA	
Pax4	AAATGGCGCAGGCAAGAGAA	ATGAGGAGGAAGCCACAGGA	
Pax6	CCATCTTTGCTTGGGAAATCCG	GCTTCATCCGAGTCTTCTCCGTTAG	
NeuroD	CTTGGCCAAGAACTACATCTGG	GGAGTAGGGATGCACCGGGAA	
Isl1	AGATATGGGAGACATGGGCGAT	ACACAGCGGAAACACTCGATG	
Nkx2.2	AACCGTGCCACGCGCTCAAA	AGGGCCTAAGGCCTCCAGTCT	
MafA	ATCATCACTCTGCCCACCAT	AGTCGGATGACCTCCTCCTT	
Pdx1	CCACCCCAGTTTACAAGCTC	TGTAGGCAGTACGGGTCCTC	
Ngn3	CTGCGCATAGCGGACCACAGCTTC	CTTCACAAGAAGTCTGAGAACACCAG	
Hex	AAAAGGAAAGGCGGTCAAGT	CTGCTCACAGGAAGTGTCCA	
			
b-actin	ATGAAGATCCTGACCGAGCG	TACTTGCGCTCAGGAGGAGC

# Supplementary material for: Pdx1 and Ngn3 Overexpression Enhances Pancreatic Differentiation of Mouse ES Cell-Derived Endoderm Population
**Source:** PLoS One. 2011 Sep 13;6(9):e24058. doi: 10.1371/journal.pone.0024058
**Supplement:** Table S3 — Microarray gene expression analysis. Tet-pdx1/ngn3 ES cells were cultured according to Protocol #2 with BMP4 and cultured in suspension. Pdx1 and Ngn3 were induced with or without Dox starting at day 4, and cells were harvested at the indicated time points. RNA samples were isolated from day 13 EBs with or without Dox, βTC6 cells and e15.5 mouse embryo and various pancreatic related-genes were analyzed by microarrays.

Supplement Table S3
Extracellular genes
Gene symbol		Dox(-)	Dox(+)	Dox+/-
ratio	bTC6	pancreas
(e15.5)	Islet
(e15.5)	
Cart	NM_013732	0.3	33.8	125.3	54.1	6.7	8.3	
Cck	NM_031161	0.7	175.9	238.1	365.8	6.8	0.3	
Chga	NM_007693	1.9	105.4	54.6	238.7	15.2	288.2	
Chgb	NM_007694	0.3	6.2	22.8	35.3	1.6	9.9	
Cpa1	NM_025350	0.5	15.1	32.5	0.3	216.9	262.5	
Cpa2	NM_1024698	0.9	15.3	17.3	10.9	216.5	274.1	
Fgf12	NM_010199	0.3	7.6	23.1	30.2	1.6	11.5	
Gcg	NM_008100	0.4	41.5	93.8	136.7	95.0	310.2	
Gdf6	NM_013526	1.0	28.1	29.1	0.3	2.6	0.3	
Ghrl	NM_021488	4.1	34.9	8.5	0.4	20.1	4.4	
Gip	NM_008119	0.6	251.2	402.7	0.5	3.6	0.4	
ins1 and 2	NM_008386
NM_008387	0.3	73.6	272.5	375.6	227.1	281.3	
Pcsk1	NM_013628	0.5	3.6	7.9	19.8	2.4	45.5	
Pcsk2	NM_008792	2.2	60.9	28.1	195.4	12.9	180.4	
Ppy	NM_008918	1.1	10.3	9.6	62.5	6.4	260.8	
Pyy	NM_145435	1.8	221.9	126.1	6.1	128.1	288.8	
Resp18	NM_009049	0.3	23.4	86.6	234.9	1.3	174.1	
Scg2	NM_009129	0.5	43.7	91.4	241.0	7.7	309.2	
Scg3	NM_009130	0.6	140.4	245.0	249.7	8.9	263.2	
Scg5	NM_009162	0.4	32.1	81.3	74.8	4.4	97.3	
Sct	NM_011328	3.1	116.4	37.6	398.2	1.9	0.3	
Sst	NM_009215	0.3	111.3	412.4	220.0	26.3	288.5	

Nuclear genes
Gene symbol		Dox(-)	Dox(+)	Dox+/-
ratio	bTC6	pancreas
(e15.5)	Islet
(e15.5)	
Arx	NM_007492	0.3	27.6	97.9	0.4	3.3	7.0	
Bhlhb5	NM_021560	0.3	1.6	5.8	0.3	0.3	0.3	
Ebf1	NM_007897	1.2	8.0	6.6	1.1	5.0	1.8	
Ebf3	NM_010096	0.3	9.4	30.4	0.6	2.1	0.3	
Elavl4	NM_1038698	0.3	9.1	33.7	26.6	1.2	7.5	
Hhex	NM_008245	0.6	7.9	13.1	0.3	3.7	1.9	
Id4	NM_031166	0.3	2.7	10.1	0.8	0.9	0.3	
Insm1	NM_016889	0.3	24.6	90.9	73.0	8.2	52.9	
Irx2	NM_010574	0.3	4.0	12.1	1.6	0.9	4.1	
Isl1	NM_021459	1.6	41.3	25.7	120.5	12.4	43.9	
Lmo1	NM_057173	0.7	12.3	18.4	40.4	1.6	1.9	
Myt1	NM_008665	0.4	25.9	65.4	52.5	9.9	23.5	
Neurod1	NM_010894	0.6	30.6	49.4	64.6	4.1	34.8	
Nhlh2	NM_178777	0.3	12.1	44.8	0.7	0.4	0.3	
Nkx2-2	NM_010919	0.3	8.9	32.9	22.1	9.0	13.8	
Nkx6-1	NM_144955	0.3	3.6	11.1	158.9	38.9	193.7	
Pax4	NM_011038	4.1	16.9	4.1	4.2	5.9	2.9	
Pax6	NM_013627	0.3	36.2	127.8	95.2	9.6	62.5	
Pou3f2	NM_008899	0.3	2.6	9.5	0.3	0.3	0.3	
St18	NM_173868	0.3	15.1	55.9	21.1	2.1	23.7	
Tnrc4	NM_172434	0.3	10.9	40.5	5.0	0.7	2.8	
Uncx4.1	NM_013702	0.3	2.6	9.4	0.3	0.3	0.3	

Cytoskeletal & membrane genes
Gene symbol		Dox(-)	Dox(+)	Dox+/-
ratio	bTC6	pancreas
(e15.5)	Islet
(e15.5)	
Astn1	NM_007495	0.3	24.8	92.0	35.9	1.1	0.9	
Chodl	NM_139134	0.3	21.6	68.1	0.6	7.4	0.6	
Dcx	NM_010025	0.3	43.9	162.6	68.5	5.5	4.6	
Dner	NM_152915	0.3	10.9	40.4	6.1	0.4	4.1	
Dpp6	NM_010075	0.4	13.3	38.4	10.2	0.8	2.1	
Drd1ip	NM_026769	0.3	22.8	84.4	19.4	0.6	3.8	
Ecel1	NM_021306	0.3	18.5	68.3	15.3	2.7	0.3	
Gcgr	NM_008101	0.8	15.5	20.3	0.3	1.2	16.7	
Gja1	NM_010288	2.3	2.2	1.0	0.4	0.9	0.3	
Gja7	NM_008122	8.2	10.8	1.3	0.8	5.2	1.2	
Gja9	NM_010290	0.2	3.2	13.7	1.0	0.4	6.3	
Glra2	NM_183427	0.3	9.5	35.3	0.3	0.3	0.3	
IA2	NM_008985	2.2	61.8	28.1	169.1	5.1	109.0	
Lin7a	NM_1033223	0.3	13.3	43.7	7.3	0.8	0.7	
Mast1	NM_019945	0.3	11.4	36.3	1.7	0.4	3.4	
Mmd2	NM_175217	0.3	16.2	50.2	31.1	7.6	0.9	
Pld5	NM_176916	0.3	11.7	34.2	5.2	0.6	0.5	
Rimbp2	XM_132396	0.8	42.1	50.4	155.9	21.3	97.0	
Sez6l2	NM_144926	1.7	58.1	33.8	153.5	11.5	107.0	
Stmn2	NM_025285	0.3	37.9	129.0	9.1	5.6	6.1	
Stmn3	 NM_009133	0.3	38.0	140.5	73.9	1.1	8.1	
Stmn4	NM_019675	0.3	33.1	122.4	8.2	0.5	0.5	
Tmem27	NM_020626	1.6	47.8	29.6	67.8	10.0	119.0	
Tubb3	NM_023279	0.3	11.6	42.9	3.2	0.4	0.7	

Cytoplasmic & signaling genes
Gene symbol		Dox(-)	Dox(+)	Dox+/-
ratio	bTC6	pancreas
(e15.5)	Islet
(e15.5)	
Gng3	NM_010316	0.3	42.2	130.6	10.4	2.2	2.7	
Calb1	NM_009788	0.3	33.7	125.0	6.9	1.1	40.3	
Dcamkl1	NM_019978	0.3	18.0	66.5	14.1	0.9	3.3	
Cryba2	NM_021541	0.3	18.8	58.7	91.8	19.7	30.6	
Celsr3	NM_080437	0.3	14.9	55.3	9.1	2.1	12.9	
Lin7a	NM_001033223	0.3	13.3	43.7	7.3	0.8	0.7	
Grin3a	XM_205495	0.4	16.6	41.7	0.7	3.5	0.3	
Sncg	NM_011430	0.3	9.1	33.5	0.3	1.6	13.8	
Plcxd3	NM_177355	0.3	8.5	31.4	17.0	1.3	7.7	
Gck	NM_010292	2.4	25.4	10.5	10.9	8.5	31.7	
Epha5	NM_007937	0.5	1.3	2.6	2.2	1.2	7.3	
Efna5	NM_010109	2.9	3.0	1.1	2.4	1.9	1.6

How the deposited data were processed for this re-analysis (not part of the article)

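Total RNA of 5 groups, with 2 arrays in each, was measured on 1-colour CodeLink Mouse Whole Genome arrays: tet-pdx1/ngn3 EBs on day 13 without Dox and with 1 µg/ml Dox from day 4, βTC6 cells, islets and E15.5 embryonic pancreas. The arrays of days 4 and 6 that the paper also mentions were not used here. The deposited files hold intensity values. The authors scanned the arrays with CodeLink Expression Analysis 4.1.0.29054, which subtracted the local background median from the spot mean and divided by the array's median over 34967 discovery probes, and this scaled intensity was used as deposited. Each array has 36227 spots, of which 1260 are control spots and were left out, and the table of all samples holds the same values as the single files (largest difference 0). Masked spots and spots marked as contaminated or irregular were set missing, and saturated spots were kept and treated as bounds. The removal of invalid probes and the GeneSpring 7 step in the paper's methods could not be repeated from the sources used here.

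Probes were named through the gene ID, accession or symbol of the deposited annotation and a table of mouse symbols from the GRCm38.p6 assembly, used for names only: 21615 probes have 1 symbol (21487 through the gene ID), 681 have several and 12671 have none, for 18067 genes. A gene is reported by the probe with the accession that Table S3 gives, otherwise by its probe with the highest mean log2 level. Insulin and 6 other entries of Table S3 have no probe named for that gene alone and were also matched by their printed levels, an alternative added after the values were seen.

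Levels were floored at 0.27 and log2 transformed, and a model with 1 mean per group was fitted to all 10 arrays with limma 3.58.1 in R 4.3.3 (5 residual degrees of freedom, median prior degrees of freedom 5.22, trend and robust eBayes). The test covered 28109 probes above background on both arrays of at least 1 group, p was adjusted by Benjamini-Hochberg, and 0.05 was the threshold. The contrasts were Dox(+) EBs against Dox(−) EBs, βTC6 cells, islets and E15.5 pancreas. A fold is written as a bound where the lower group was at background on both arrays, from the lowest signal above background on each array, or where the higher group was saturated on both. Where the fold of the floored levels is smaller than this bound, that fold is printed as the bound, a choice made after the values were seen. A correlation across probes was taken between the Dox difference and the islet minus pancreas difference, which share no array. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

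The probe rules, contrasts, alternatives and 19 gene lists were set before the data were examined. The lists are islet hormones, enteroendocrine hormones, granule and prohormone processing, endocrine transcription factors, glucose sensing and insulin secretion, acinar, duct, liver, intestine, gut endoderm and epithelium, neuronal, Notch pathway, cell cycle, pluripotency, heart and muscle, blood, endothelium, mesenchyme and stress genes. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, with p adjusted over the lists. The genes named are those the paper names for the arrays, the induced genes and Notch4, the genes Alb, Afp, Fabp2, Shh and Foxa2 that it names for RT-PCR, the 10 largest rises and 10 largest falls past the threshold with a symbol and with both arrays of a group on the same side, and up to 4 members of each list with the smallest adjusted p. Values that the paper prints in Table S3 count as seen, and the other genes it names for RT-PCR, further list members and Hprt were chosen after their values were seen.

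The fit was tested on simulated data of the same size, with 26555 probes measured on every array and 50 probes changed per size. For Dox(+) against Dox(−) it called 18% of the probes changed by a log2 of 0.5, 80% at 1, 70% at -1 and 98% at 2, and 5 of 26355 unchanged probes. Camera called none of 18 random lists and both changed lists, and the correlation across probes was 0.00435 with no shared effect. In the simulation 26355 probes were unchanged, whereas on the real arrays 5819 rose and 6335 fell, so these rates may not carry over. The number of arrays and a median net signal of 1.66 to 2.62 times the background limit the precision.

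The alternatives were quantile normalization, normexp (offset 50) with quantile normalization, floors of 0.1 and 1, no filter on background, probes above background on all arrays, EB arrays alone, eBayes without trend and robust weights, the replicate number as a block, a 2-fold minimum, and leaving out each array in turn. Keeping contaminated and irregular spots was added after the values were seen.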

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

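Each test that weighs an explanation in this part was chosen only after the result was seen, while the counts for gene lists were planned. In Dox(+) EBs 10 of 11 heart and muscle genes were lower than in Dox(−) EBs and 1 (Hand2) was higher, also when adjusted over the list alone (camera adjusted p = 8.67e-06, and adjusted p = 0.213 with an estimated correlation). Myl7, an atrial myosin light chain, was 26.3-fold lower, at 71.3 and 102 in Dox(−) EBs and 3.16 and 3.34 in Dox(+) EBs, and Tnnt2, cardiac troponin T, was 18.5-fold lower. Of 7 blood genes 6 were lower and 1 did not pass the test, also when adjusted over the list alone (camera adjusted p = 4.79e-05, and adjusted p = 0.0389 with an estimated correlation), among them Hba-x, an embryonic globin (log2 difference -3.46 at the floor), Alas2 (6.26-fold lower) and Lyz2 (12.4-fold). Ppbp, a platelet chemokine, was at least 224-fold lower (the planned rule, with the lowest signals above background, gives 289.8-fold, which is not taken as the bound), from 61.6 and 59.3 in Dox(−) EBs to background in Dox(+) EBs. Of 17 mesenchyme genes 13 were lower, 2 higher (Twist1, and Pdgfrb, whose call is lost without Dox(−) replicate 1, adjusted p = 0.0906, or 2, 0.0584, or Dox(+) replicate 1, 0.116) and 2 did not pass the test, also when adjusted over the list alone (camera adjusted p = 2.18e-06, and adjusted p = 0.056 with an estimated correlation), and the collagen gene Col1a1 was 16.5-fold and the proteoglycan gene Lum 13.5-fold lower.

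The median log2 differences of the heart, blood and mesenchyme lists were -1.64, -2.65 and -1.89. Under quantile normalization and normexp with quantile normalization the median nearest to 0 was still -1.46, so the falls did not hinge on the choice among these scalings. Whether scaling itself is a cause cannot be decided this way, because all of them set the arrays to a common level. The median log2 difference over all probes was -0.03 under median scaling and -0.04 and -0.05 under the others. A smaller share of all mesodermal cells is argued against by the endothelial genes. Their median was 0.00 with a standard deviation of 0.63 over members (0.01 without the member at the floor in both EB groups). None of them passed the test as lower, although Ramp2 did so in some settings, such as without βTC6 replicate 1 (log2 difference -0.29). Stab2, a gene of sinusoidal endothelium outside the list, was 39.1-fold lower. A selective loss of cardiac, blood and stromal cells with Dox, a chance difference between the cultures, or a shift that every such scaling hides may remain. None of these was tested.

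Of 21 neuronal genes that rose, 8 (Tubb3, Stmn2, Stmn4, Elavl2, Elavl3, Nefl, Nhlh1 and Nhlh2) were higher in Dox(+) EBs than in βTC6 cells, islets and E15.5 pancreas. The count falls to 6 without Dox(+) replicate 1, where Tubb3 (adjusted p = 0.0926) and Nefl (0.149) lose their difference from βTC6 cells, and to 7 without βTC6 replicate 2, where Tubb3 does (0.0607), or without E15.5 pancreas replicate 1, where Tubb3 was not tested. Endocrine cells like those of islets or βTC6 cells and neurons cannot be told apart as sources of the 21, because both express such genes and array batch goes with tissue.

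The probes named for Pdx1, Neurog3 and Notch4 showed no difference with Dox, although Dox is meant to induce Pdx1 and Ngn3 in this line, but Pdx1 was at background on all 4 EB arrays and Notch4 was measured on 1 Dox(+) array. That Dox did not act is argued against by the endocrine transcription factors, whose median log2 difference was 3.53. Whether the probes read their mRNA cannot be told apart from a lack of rise, since the Pdx1 probe was above background on 5 of the 6 arrays of other tissues, at 0.776 and 0.598 in βTC6 cells and 0.524 and 0.482 in islets, higher there than in Dox(+) EBs (adjusted p = 7.05e-05 and 0.00111) but near background in E15.5 pancreas, the Neurog3 probe was above background in every group and not apart from E15.5 pancreas (log2 difference -0.09, adjusted p = 0.766), and array batch goes with tissue. An EB line with activated Notch4, which 1 label entry names, cannot be told apart by Notch genes: 11 of 18 Notch pathway genes were higher and none lower (9 to 12 higher without 1 array, 12 higher when adjusted over the list alone, camera adjusted p = 9.92e-05, and adjusted p = 0.0642 with an estimated correlation), among them Hey1 (4.39-fold), Mfng (3.86-fold), Dtx1 (at least 11.2-fold, on 1 Dox(−) array) and Dll1 (at least 3.81-fold), but the endocrine factors rose as well, and the paper's staining of Pdx1 and Ngn3 protein under another protocol, its RT-PCR of tet-pdx1/ngn3 cells, which agrees for most genes compared, and Table S3, whose legend names that line and most of whose levels these arrays carry, favour the Pdx1 and Ngn3 label, but none of them reads the transgene on these arrays. A rise of Notch genes that follows endocrine differentiation stays open and was not tested.

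Of 22 cell cycle genes 15 were lower with Dox (11 to 15 without 1 array), 2 (Ccnd1 and Ccnd2) were higher and 5 did not pass the test, also when adjusted over the list alone (camera adjusted p = 0.0038, and adjusted p = 0.283 with an estimated correlation), with Cdc20 1.81-fold and Birc5 1.77-fold lower.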

How the results depend on the processing

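Keeping contaminated and irregular spots and matching Table S3 by value (77 genes higher) were added after the values were seen, and the other tests were planned. With a 2-fold minimum, 2231 probes were higher and 1767 lower in Dox(+) than in Dox(−) EBs, and 8561 differed from βTC6 cells, 6972 from E15.5 pancreas and 9620 from islets, because small differences drop out by construction. Over probes above background on all arrays, 18 of 19 tested Table S3 genes rose, because most of its genes lie at background in some group, the intestine list lost its call (camera adjusted p = 0.0584, where the settings without 1 array gave 0.00481 to 0.0471), and the shift of the endothelium list, uncalled, turned downwards (adjusted p = 0.566). Uncalled shifts also turned for the pluripotency list with no filter (adjusted p = 0.897) and without 1 array (0.627 to 0.988), and for the stress list with EB arrays alone (0.997) and with the replicate block (0.990), and the cause was not tested. A floor of 1 left 4001 higher and 4404 lower probes. Ngn3, uncalled, was between -0.13 and 0.19 (log2) without 1 array. Leaving out each array in turn gave 4369 to 6345 higher and 4584 to 7069 lower probes, 66 to 68 Table S3 genes, 15542 to 17568 probes that differ from βTC6 cells, 14093 to 17802 from E15.5 pancreas and 16843 to 19808 from islets, 14 to 16 called lists and a correlation of 0.238 to 0.251, where a lone array is assumed to vary like the other groups. The replicate block gave 6103 higher and 6902 lower probes, with a correlation of -0.0308 between the deviations of Dox(−) and Dox(+) replicates 1 from their group means, which gives no sign that the numbers pair the arrays. Of 107 named genes tested, 88 had the same call in every setting that tested them, as not every setting tests each gene, 18 lost or gained a call in at least 1, and 1 (Ngn3) turned. Among these, the calls lost or gained beyond the 2-fold minimum were those of Alb, Kcnj11, Dppa5a, Sox2, Krt7, Mafa, Slc2a2, Ramp2, Ccnd1, Cdh5 and G6pc2, and calls of other genes named in the text also change with the setting, such as those of Abcc8, Pdgfrb, Cacna1a, Ucn3, Amy2a5, Cela2a and Pou3f2. The table of all samples moved nothing because its values are identical, the slide as a block was not run because each slide holds 1 array, and EB arrays alone and the block give no value for comparisons with other tissues. Genes whose lower group was at background on both arrays have only bounds, and the folds of genes with 1 such array depend on the floor.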

Differences from the paper's values

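The matching of Table S3 entries to probes by their printed levels and the comparison with RT-PCR were chosen after the values were seen, while the settings they are compared with were set before the data were examined. Of 433 values of the paper compared, 25 differ, and they belong to 6 genes. A factor of up to 1.5 was allowed, so the other values need not equal the paper's. The ratio of Plcxd3, which has no counterpart here, is not among the 25.

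For Pou3f2 the paper's Table S3 levels are 0.3 in Dox(−) EBs, 0.3 in βTC6 cells, 0.3 in E15.5 pancreas and 0.3 in islets, with a ratio of 9.5, while the probe with the table's accession gave 2.58, 2.16, 1.71 and 2.09, with a ratio of 0.840. For Pld5 the paper's levels are 11.7 in Dox(+) EBs, 5.2 in βTC6 cells, 0.6 in E15.5 pancreas and 0.5 in islets, with a ratio of 34.2, while the probe was at 0.27 in all of these groups, with a ratio of 0.660. For Tubb3 the paper's levels are 0.3 in Dox(−) EBs, 11.6 in Dox(+) EBs, 0.4 in E15.5 pancreas and 0.7 in islets, with a ratio of 42.9, against 0.583, 5.62, 1.06 and 1.26 here, with a ratio of 9.65. For Plcxd3 the paper's levels are 8.5 in Dox(+) EBs, 17.0 in βTC6 cells, 1.3 in E15.5 pancreas and 7.7 in islets, against 0.27, 0.27, 0.27 and 0.304 here. For Efna5 the paper's levels are 2.9 in Dox(−) EBs, 3.0 in Dox(+) EBs, 2.4 in βTC6 cells and 1.6 in islets, with a ratio of 1.1, against 6.48, 15.2, 15.2 and 4.59 here, with a ratio of 2.34. For Gja7 (Gjc1) the paper's level in βTC6 cells is 0.8, against 0.463 here.

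None of the planned settings closes these gaps, except that a floor of 1 gives 1.00 for Gja7 in βTC6 cells and 1.00 for Plcxd3 in E15.5 pancreas, both within 1.5 times the paper's value. Matching by printed levels, which was chosen after seeing the values, closes all of them except that of Gja7, and it drops the rise of 1 gene the paper lists, Efna5 (adjusted p = 0.662), for which the paper's own ratio is near 1. It gave 0.27 in those 4 groups and a ratio of 9.46 for Pou3f2, levels of 11.7, 5.23, 0.632 and 0.522 and a ratio of 34.3 for Pld5, 0.27, 11.6, 0.429 and 0.704 and a ratio of 42.9 for Tubb3, 8.48, 17.0, 1.27 and 7.68 for Plcxd3, and 2.86, 3.04, 2.43 and 1.57 and a ratio of 1.06 for Efna5. The ratios were within 1.5 times the paper's for 67 of 72 genes compared, and those beyond are Pou3f2, Pld5, Tubb3, Efna5 and Plcxd3, whose ratio is 31.4 in the paper and has no counterpart here because the named probe is at the floor in both EB groups.

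The paper cites Table S3 for pancreas-related genes that rise with Pdx1 and Ngn3, and 68 of its 70 tested genes rose here. Gja1 did not pass the limma test (adjusted p = 0.996), and no setting calls it. It was at 2.52 and 2.09 in Dox(−) EBs and 2.19 and 2.48 in Dox(+) EBs. The paper's own levels for Gja1 are 2.3 and 2.2 with a ratio of 1.0. Pou3f2 did not pass the limma test either (adjusted p = 0.0935). Its named probe was lower with Dox under quantile normalization (adjusted p = 0.0325), normexp and quantile normalization (0.0423) and no filter (0.0336). Its value-matched probe was at least 9.46-fold higher.

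This comparison with RT-PCR was chosen after the values were seen and covers the names that mean 1 gene with a named probe. The paper states from RT-PCR of this line under the same protocol, on days 9 to 16, that 18 of these genes were induced and 4 suppressed by Dox, and 19 of the 22 passed the limma test in that direction on the day 13 arrays, 15 higher and 4 lower, among them Gcg, Sst, Ppy, Pax6, Neurod1, Alb, Afp, Fabp2 and Shh. Shh was 1.98-fold lower (adjusted p = 0.000948), Ptf1a 2.63-fold higher, and Kcnj11 (Kir6.2) at least 1.66-fold higher (adjusted p = 0.0346), a call that several settings end, such as quantile normalization (adjusted p = 0.0635) and leaving out any 1 EB array (adjusted p = 0.0867 to 0.166). The other 3 did not pass the test. Glp1r was at the floor of 0.27 on every EB array, and no setting calls it. Slc2a2 (Glut2) was at 1.27 and 1.14 in Dox(−) EBs and 1.73 and 1.70 in Dox(+) EBs (adjusted p = 0.0945), and it passed with EB arrays alone (adjusted p = 0.0104), with the replicate block (0.00945) and without βTC6 replicate 1 (0.00372) or replicate 2 (0.00389). Mafa (adjusted p = 0.369) passed with a floor of 0.1 (0.0161). The paper's Amy and Ela name gene families, so their members are not in this count. Amy2a5 was at 0.27 on both arrays in Dox(−) EBs and 0.27 and 0.484 in Dox(+) EBs (adjusted p = 0.146), and it passed with normexp and quantile normalization (0.0357) and without Dox(+) replicate 1 (0.00173). Of the elastase genes, Cela1 was 3.37-fold higher, and Cela3b (adjusted p = 1) and Cela2a (adjusted p = 0.0761) did not pass the test. Cela2a pointed downwards (log2 difference -0.59), against the paper's induction, and passed as lower with the replicate block (adjusted p = 0.0342), without Dox(−) replicate 2 (0.0117) and without βTC6 replicate 1 (0.0379) or replicate 2 (0.0381).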

Other observations

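No explanation is tested in this part. The Hprt comparison and some of the list members named, such as Trpm5, were chosen after their values were seen. The counts for gene lists and the correlation across probes were planned. Of 15 genes of glucose sensing and insulin secretion 9 were higher with Dox (6 to 11 without 1 array, where leaving out Dox(+) replicate 1 ends the calls of Cacna1a, adjusted p = 0.246, Ucn3, 0.104, and Kcnj11), 1 (Abcc8) was lower, a call lost without any 1 array but those of βTC6 cells (adjusted p = 0.0505 to 0.255), and 5 did not pass the test (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.000126, and adjusted p = 0.0389 with an estimated correlation), with a median log2 difference of 0.73 (0.76 with bounded genes at their planned bounds). The calcium channel gene Cacna1d was 6.90-fold and G6pc2, the islet glucose-6-phosphatase, at least 2.82-fold higher. Cacna1c, also a calcium channel gene, was 4.14-fold higher at its brightest probe. At other probes Cacna1c was at least 2.32-fold higher (adjusted p = 0.000339 from limma) and 1.11-fold higher (adjusted p = 0.532), which did not pass the test. Trpm5 was at 0.589 and 0.493 in Dox(−) EBs and 0.698 and 0.598 in Dox(+) EBs (adjusted p = 0.397 from limma). Of 18 acinar genes 11 were higher (8 to 11 without 1 array), 2 (Spink1 and Pnliprp2) lower and 5 did not pass the test (11 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.00891, and adjusted p = 0.225 with an estimated correlation), with Clps 2.26-fold higher and Spink1 2.40-fold lower. Of 7 duct genes 4 were lower and 3 did not pass the test, also when adjusted over the list alone (camera adjusted p = 0.0278, and adjusted p = 0.156 with an estimated correlation), with Krt19 8.26-fold and Onecut1 3.35-fold lower.

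Of 18 gut endoderm and epithelium genes 11 were lower, 3 (Foxa2, Sox17 and Hhex) higher and 4 did not pass the test, also when adjusted over the list alone (camera adjusted p = 0.0819), with Ihh 8.46-fold (on 1 Dox(+) array), Cldn6 3.85-fold and Epcam 2.29-fold lower and Foxa2, which pancreatic progenitors and islet cells express, 3.40-fold higher. Of 11 endothelial genes 3 were higher, none was lower and 8 did not pass the test, also when adjusted over the list alone (camera adjusted p = 0.317), with Emcn 2.83-fold, Pecam1 2.04-fold and Cdh5 at least 2.22-fold higher. The pluripotency list had 2 genes higher (0 to 2 without 1 array), 2 lower and 6 not past the test of 10 (the same adjusted over the list alone, camera adjusted p = 0.965), with Klf4 3.06-fold and Pou5f1 1.80-fold lower. The stress list had 4 higher, 6 lower (4 to 7 without 1 array) and 5 not past the test of 15 (the same adjusted over the list alone, camera adjusted p = 0.637), with Gadd45a 3.57-fold higher and the heat shock gene Hspa1b 2.33-fold lower.

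Across 28109 probes, the log2 difference of Dox(+) minus Dox(−) EBs and that of islets minus E15.5 pancreas, which share no array, had a Pearson r of 0.247 and a Spearman rho of 0.235. This is across probes, which are not independent replicates, so no p is given, the islet minus pancreas difference follows array batch as well as tissue, and the islet arrays carry strong acinar signal.

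Hprt, the locus into which the paper states the cassettes were inserted, was at 1.11 and 1.23 in Dox(−) EBs, 2.46 and 2.48 in Dox(+) EBs, 86.9 and 92.9 in βTC6 cells, 42.7 and 32.9 in islets and 29.7 and 31.5 in E15.5 pancreas, and it was 2.11-fold higher with Dox (adjusted p = 4.16e-05 from limma).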
